# The impact of *Hnrnpl* deficiency on transcriptional patterns of developing muscle cells

**DOI:** 10.1002/2211-5463.70117

**Published:** 2025-09-13

**Authors:** Hannah R. Littel, Mekala Gunasekaran, Audrey L. Daugherty, Natalya M. Wells, Johnnie Turner, Christine C. Bruels, Christina A. Pacak, Isabelle Draper, Peter B. Kang

**Keywords:** HnRNP L, nanopore transcriptomics, RNA sequencing, skeletal muscle, splicing regulation

## Abstract

Heterogeneous nuclear ribonucleoproteins (hnRNPs) bind to RNA, regulating gene expression and splicing. HnRNP L contributes to muscle development and the pathogenesis of myotonic dystrophy. We hypothesized that hnRNP L regulates muscle expression and splicing patterns. Using nanopore long‐read transcriptome sequencing and qPCR analyses, we investigated the impact of *Hnrnpl* knockdown on myoblasts and knockdown of the orthologous gene *smooth* in *Drosophila*. Notch signaling genes and muscle‐related genes were dysregulated in both models. Several genes had altered splicing patterns, including *Lamp2*, *Fhl1*, and *Dtna*. The α‐DB1 isoform of Dtna was downregulated, whereas the α‐DB3 isoform was upregulated. Our findings indicate that hnRNP L regulates both the transcription levels and splicing patterns of genes relevant to skeletal muscle development. We demonstrate the capabilities of long‐read transcriptome sequencing to study muscle development. Comparisons between nanopore long‐read transcriptome sequencing and data from PCR and qPCR analyses suggest that a minimum read depth of 10 is needed on nanopore sequencing to detect splicing differences greater than 10% to 20%. Future studies could determine whether the minimum read depth that we identified in our model is valid across a broader range of genes, cell types, and conditions. There are also intriguing hints of therapeutic implications of hnRNP L regulation for muscle diseases that merit further investigation.

**Abbreviations**
CMA: chaperone‐mediated autophagy
DM1: myotonic dystrophy type 1
hnRNP L: heterogeneous nuclear ribonucleoprotein L
hnRNP LL: hnRNP L‐like
hnRNPs: heterogeneous nuclear ribonucleoproteins
IGV: integrative genome viewer
LOF: loss of function
LRT: likelihood‐ratio‐test
RBPs: RNA binding proteins
Sm: smooth

Heterogeneous nuclear ribonucleoproteins (hnRNPs) are a superfamily of RNA binding proteins (RBPs) with diverse functions including alternative splicing, mRNA stabilization, and regulation of transcription and translation [1]. The hnRNPs have been linked to numerous diseases such as cancer [2, 3, 4, 5, 6, 7], amyotrophic lateral sclerosis (ALS) with or without frontotemporal dementia (FTD) [8, 9], Alzheimer's disease [10], spinal muscular atrophy (SMA) [11, 12, 13], and rare neurodevelopmental disorders [14]. Regulation of mRNA stability and splicing by hnRNPs is important during the stem cell differentiation process, and many hnRNPs have important roles in maintaining the self‐renewal capacity of stem cells [15].

Several hnRNPs have been linked to myogenesis and muscle development [16, 17]. For example, hnRNP A1 modulates the splicing of various muscle development‐related genes, such as myocyte enhancer factor 2C (*MEF2C*) [18]. HnRNP D, also known as AUF1, promotes the translation of MEF2C [19] and plays a role in regulating myogenesis in muscle stem cells by targeting certain checkpoint mRNAs for decay [20]. HnRNP A2/B1 controls muscle differentiation in regenerating myogenic cells through regulation of alternative splicing of other RNA binding proteins, including MBNL1, MBNL2, and RBFox2 [21]. Inhibition of hnRNP E1, also known as PCBP1, leads to defects in proliferation and differentiation in mouse skeletal muscle satellite cells. Variants in hnRNP E1 in mice have significant impacts on muscle growth [22]. Furthermore, mutations in either *HNRNPA1* or *HNRNPDL* can lead to muscular dystrophy in humans [23, 24, 25].

Similar to other hnRNPs, hnRNP L plays a role in muscle development. HnRNP L binds to the muscle‐specific long noncoding RNA lncFAM to form a complex that binds to the *MYBPC2* promoter to increase its transcription, thus promoting myogenesis [26]. The transcription factor MyoD activates the production of enhancer RNAs, which then bind to hnRNP L to regulate the expression of downstream genes such as myoglobin during skeletal myoblast differentiation [27]. HnRNP L binding sites have been identified on *JAG2* mRNA, which encodes a canonical Notch ligand, as well as on other transcripts of key partners involved in Notch signaling (e.g., *NOTCH2*, *NOTCH3*, *POGLUT1*, and *NUMB*) [2]. A role for hnRNP L in the regulation of Notch‐mediated muscle function was previously reported [28, 29]. Mutations in the canonical Notch ligand *JAG2*, as well as in two other Notch pathway genes (*POGLUT1* and *MEGF10*), cause muscle disease phenotypes [29]. HnRNP L acts antagonistically with hnRNP L‐like (hnRNP LL) in the splicing suppression of *CHRNA1*, which is associated with congenital myasthenic syndrome [30]. HnRNP L is also a binding partner of MBNL1, and together they play a role in the pathophysiology of myotonic dystrophy [31].

The link between muscle development and hnRNP L is conserved across species. Knockdown of the hnRNP L orthologs in flies and zebrafish leads to a muscle phenotype. Mutations in *smooth*, the *Drosophila* ortholog of hnRNP L, are associated with muscle degeneration and thoracic muscle defects in flies [32]. Knockdown of *Hnrnpl2*, the hnRNP L ortholog in zebrafish, leads to severe muscle abnormalities [31]. The complete knockout of *Hnrnpl* in mice results in embryonic lethality [33]. In humans, multiple pathogenic variants in the *HNRNPL* gene have been reported in GeneMatcher (e.g., LOF variants); however, the genotype–phenotype correlation remains to be confirmed. Recently, it was shown that hnRNP L plays a role in heart function [34]. Knockdown of *HNRNPL* in human primary myoblasts results in impaired myotube fusion during differentiation [31]. However, the extent to which hnRNP L regulates the transcriptome of the developing muscle is still unknown.

HnRNP L binds to CA‐repeats and CA‐rich clusters on its RNA targets to regulate their expression and/or splicing [35, 36]. Binding of hnRNP L can either activate or repress splicing [37]. The protein preferentially binds to 3′ UTRs and introns [38]. Alternative exons with weak 5′ splice sites are correlated with hnRNP L‐dependent splicing regulation [39]. In addition, hnRNP L regulates itself in a negative feedback loop [40].

In this study, we extend the investigation of the impact of hnRNP L knockdown in muscle by examining the transcriptional profile of *Hnrnpl* deficient C2C12 myoblasts. RNA from *Hnrnpl* shRNA and control shRNA C2C12 myoblasts was used to carry out nanopore RNA sequencing. In parallel *in vivo* studies, we knocked down the orthologous fly gene *smooth* (*sm*) in *Drosophila* to identify the myogenic stages that are sensitive to decreased levels of this evolutionarily conserved RBP.

## Materials and methods

### Cell culture

C2C12 myoblast cultures were established and maintained in growth medium containing DMEM (Corning, Corning, NY, USA) + 10% fetal bovine serum (FBS) (GenClone, El Cajon, CA, USA) + 1% penicillin/streptomycin (Gibco). To induce differentiation, the cells were then cultured in low serum medium supplemented with DMEM + 2% horse serum (Gibco, Waltham, MA, USA). The differentiation medium was replenished every 48 h. The C2C12 cells (CRL‐1772) were originally obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). Mapping of the RNAseq data to the mouse genome confirmed the identity of the cell lines and the absence of contamination within the RNA sample. Cell cultures were checked for standard signs of contamination, including unexpected color changes and odors, and none of these signs were observed in the cultures used for the experiments in this report.

### shRNA mediated gene knockdown

C2C12 myoblasts were transfected with either a cocktail of three different shRNAs targeting mouse‐*Hnrnpl* or scrambled shRNA control (catalog number MSH092806‐CU6, GeneCopoeia, Rockville, MD, USA) using Lipofectamine 3000 (Invitrogen, Waltham, MA, USA). The three shRNAs target the following sequences on mouse *Hnrnpl*—NM_177301.5:

*Hnrnpl* (1)—ATTGACGGAGTAGTGGAAGCT

*Hnrnpl* (2)—CTACTCCATAACCACGGATGT

*Hnrnpl* (3)—ATGGTCTATGGCTTGGATCAA

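The 3 target sequences were located in GRCm39 with the GENCODE vM39 annotation. *Hnrnpl* lies on the forward strand of chromosome 7 from 28507966 to 28521693. Its 13 transcripts with an Ensembl transcript number under 250000 were searched, and any with a higher number were left out. Exons are numbered along a transcript with 13 exons. The target of the first shRNA, ATTGACGGAGTAGTGGAAGCT, lies in the coding part of exon 2 from 28512764 to 28512784 and is found in 7 of the 13 transcripts. The target of the second, CTACTCCATAACCACGGATGT, crosses a splice junction. It starts in exon 3 at 28513501, runs to 28513516 and continues in exon 4 from 28513627 to 28513631, so it has no unbroken match in the genome, and it is found in 9 of the 13 transcripts. The target of the third, ATGGTCTATGGCTTGGATCAA, lies in exon 8 from 28518269 to 28518289 and is found in 6 of the 13 transcripts. The third target also matches chromosome 8 exactly, from 98602859 to 98602879, inside the processed pseudogene *Gm45246*, on which the deposited files list no reads in any library. Reads were counted per gene and not per transcript, so the knockdown of single transcripts was not measured here.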

The plasmids containing the shRNA sequences also expressed an eGFP reporter. Clones expressing the eGFP reporter were isolated, and stable cells were selected using puromycin 3 μg·mL^−1^ (P8833, Sigma, Burlington, MA, USA). eGFP expression was detected using a Leica DM IL LED microscope (Leica, Wetzlar, Germany). The eGFP‐positive clones were expanded, the knockdown efficiency was evaluated with qPCR, and the cells were used for further experimentation. Replicates for each experiment were obtained from different passages of the same selected stable cell line.

### Cell counts

To assess cell proliferation, 5000 C2C12 myoblasts were seeded in duplicate on Day 0. The cells were stained with trypan blue using a 1 : 1 dilution on Days 1, 2, and 3, then counted using a hemocytometer.

### Myotube fusion index

C2C12 myoblasts were grown in normal growth medium of DMEM containing 10% FBS and 1% penicillin–streptomycin on coverslips to 80% confluence. Then, the cells were switched to differentiation medium with 2% horse serum. On Day 7, the cells were fixed in 4% paraformaldehyde (PFA) for 15 min and blocked in serum medium for 1 h. The cells were stained with Rb‐Desmin (ab8592, Abcam, Waltham, MA, USA) primary antibody for 1 h. Cells were then stained with anti‐rabbit Alexa Fluor‐568 secondary (Invitrogen, A‐11036) antibody for 1 h. Coverslips were mounted using ProLong Gold Antifade Mountant with DAPI (Invitrogen). The slides were imaged using a DM6000B or DM5500B epifluorescent microscope (Leica). The myotube fusion index was determined by counting the number of nuclei within Desmin‐positive myotubes divided by the total number of nuclei in the field of view using imagej (National Institutes of Health, Bethesda, Maryland).

### Taqman notch plate array

The differential expression of Notch pathway genes was analyzed using a Taqman Notch plate array as previously described [41]. The Notch plate array included *Rn18s*, *Gapdh*, and *Actb* as endogenous controls. Ultimately, *Gapdh* was chosen for the ΔΔ*C*_t_ analyses because it was the most consistent across the plates.

### Nanopore long read transcriptome sequence (RNAseq) generation

RNA was extracted from two biological replicates each of scrambled and *Hnrnpl* shRNA‐treated C2C12 myoblasts using the PureLink RNA Mini Kit (Invitrogen). RNA concentration and purity were verified using a NanodropOne Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and RNA integrity was determined using a 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). 1 μg of total RNA was used for nanopore direct RNA sequencing (SQK‐RNA002) on R9.4.1 flow cells using a GridION sequencer (Oxford Nanopore Technologies, Oxford, UK). Of note, the SQK‐RNA002 kit and the R9.4.1 flow cells are no longer available from Oxford Nanopore Technologies.

### RNAseq data analysis

RNAseq data were basecalled using guppy v.6.0.1, and bases called were counted with nanoplot v1.32.1. Basecalled data were mapped to the mouse genome (GRCm39) using splice‐aware minimap2 v.2.17, and the number of bases and reads mapped were counted with samtools stats v.1.9. Gene transcript numbers were counted using htseq v.0.9.1. Specific transcript variants were estimated using nanocount v1.1.0. Transcripts were visualized and manually counted using Integrative Genome Viewer (igv) v.2.16.1. Using rstudio Server (4.4.0‐openblas), the package deseq2 v.1.42.1 was used for differential gene expression analysis on the transcript counts produced by htseq. In deseq2, the results of the Wald significance test (default) were compared to the results of the Likelihood‐Ratio Test (LRT). A parametric fit (default) versus a local fit were also compared for the fitting of dispersions. The default method was used for size factor estimation (sfType = ratio), and *P*‐adjustment method (BH). Genes with a baseMean < 10 or a |log2FC| < 0.5 were filtered out of the list of significant genes. We evaluated splicing changes using two complementary r packages, isoformswitchanalyzer and dexseq. isoformswitchanalyzer v.2.2.0 was used to calculate differential isoform usage on the transcript variant counts estimated by nanocount, as detailed in Gleeson *et al*. [42]. The gene expression cut off was set at 10 while the isoform expression cut off was set at 5. dexseq v1.48.0 was used to evaluate differential exon usage based on the mapped alignment files produced by minimap2. Exonic regions with an exonBaseMean < 10 or a |log2FC| < 0.5 were filtered out of the list of significant exons. An adjusted *P* value < 0.05 was determined to be significant for the computational analyses.

### PCR and qPCR

RNAseq findings were validated using PCR and/or qPCR. 500 ng of RNA was converted to cDNA using the High Capacity RNA‐to‐cDNA kit (Applied Biosystems, Waltham, MA, USA). The cDNA was diluted by a factor of 10 before being used for qPCR. All Taqman qPCR probes (Thermofisher) used are listed in Table S1. The reaction was run using Taqman Fast Advanced Master Mix (Thermofisher) in the quantstudio 3 (Applied Biosystems) thermal cycler. Fold changes were calculated using the ΔΔ*C*_t_ method, normalized to *Gapdh*. For qPCR validation, the average of three technical triplicates was calculated for five biological replicates. For PCR, the cDNA was diluted with nuclease‐free water by a factor of 5, 10, or 20. The same dilution was used when comparing different transcripts of the same gene. The three biological replicates were used for PCR confirmation, and the PCR was repeated three times. The housekeeping genes *Gapdh* and *Actb* were also amplified at every dilution as a control. Primers used for PCR are listed in Table S2. PCR products were equally loaded onto an agarose gel, and imagej was used to calculate the band intensities on the inverted image. All statistical analyses were carried out using graphpad prism 10.3.0.

### *Drosophila* stocks and culture

The Gal4 driver lines [43] were purchased from the Bloomington Drosophila Stock Center (Indiana University, Bloomington, IN, USA). The corresponding fly line genotypes are indicated in Fig. 7. All strains were raised at 25 °C in a 12‐h light/12‐h dark cycle on standard *Drosophila* media. To generate flies that downregulate *smooth*, transgenics carrying the *UAS‐sm* IR (Inverted Repeat) transgene were crossed with Gal4 driver flies at 29 °C. The number of adult experimental progeny (i.e., double transgenics *sm* RNAi flies) and control progeny (i.e., single transgenic siblings that emerge in the same vial as the *sm* RNAi flies) was recorded for each cross. Of note, the Gal4/UAS system is less efficient at a lower temperature (i.e., 23 °C), thus enabling the generation of an increased number of ‘escaper’ *sm* RNAi progeny for molecular/cellular analysis. The *Mef2Gal4* muscle‐specific driver [44] was used at 23 °C to generate the corresponding *smooth* knockdown and control male flies for further RNA analysis.

### RNA extraction and transcriptome analysis from *smooth* knockdown *Drosophila*

Total RNA was isolated from 20 to 40 flies or approximately 35 mg of thorax tissue [45] from *smooth* knockdown flies (Mef2Gal4 > *smooth* RNAi) and corresponding control flies (Mef4Gal4;cy control siblings). RNA concentration and purity were verified using a NanodropOne Spectrophotometer (Thermofisher Scientific). 500 ng of RNA was reverse transcribed into cDNA using the High Capacity RNA to cDNA Kit (Applied Biosystems). The cDNA product was used for qPCR with probes for *smooth*, as well as other genes of interest including *draper*, *Serrate*, *rumi*, *Notch*, *misfire*, and *Limpet* (Table S1). The reaction was run using Taqman Fast Advanced Master Mix (Thermofisher) in the quantstudio 3 (Applied Biosystems) thermal cycler. *Act5c* amplification on the same cDNA was used as a control to calculate fold change of transcripts using the ΔΔ*C*_t_ method.

## Results

### Knockdown of *Hnrnpl* via shRNA

We transfected C2C12 myoblasts with *Hnrnpl* shRNA and verified the knockdown efficiency to be approximately 50% in myoblasts (Fig. 1A). We found that *Hnrnpl* knockdown had no effect on proliferation (Fig. S1) but did impact differentiation. Specifically, the myotube fusion index was reduced in the cells treated with *Hnrnpl* shRNA (Fig. 1B,C). Our proliferation and differentiation results in C2C12 myoblasts mirror previous results from lentiviral *HNRNPL* knockdown in human primary myoblasts [31]. The knockdown efficiency of *Hnrnpl* in the differentiated myotubes increased to approximately 70% (Fig. 1E).

**Fig. 1:**
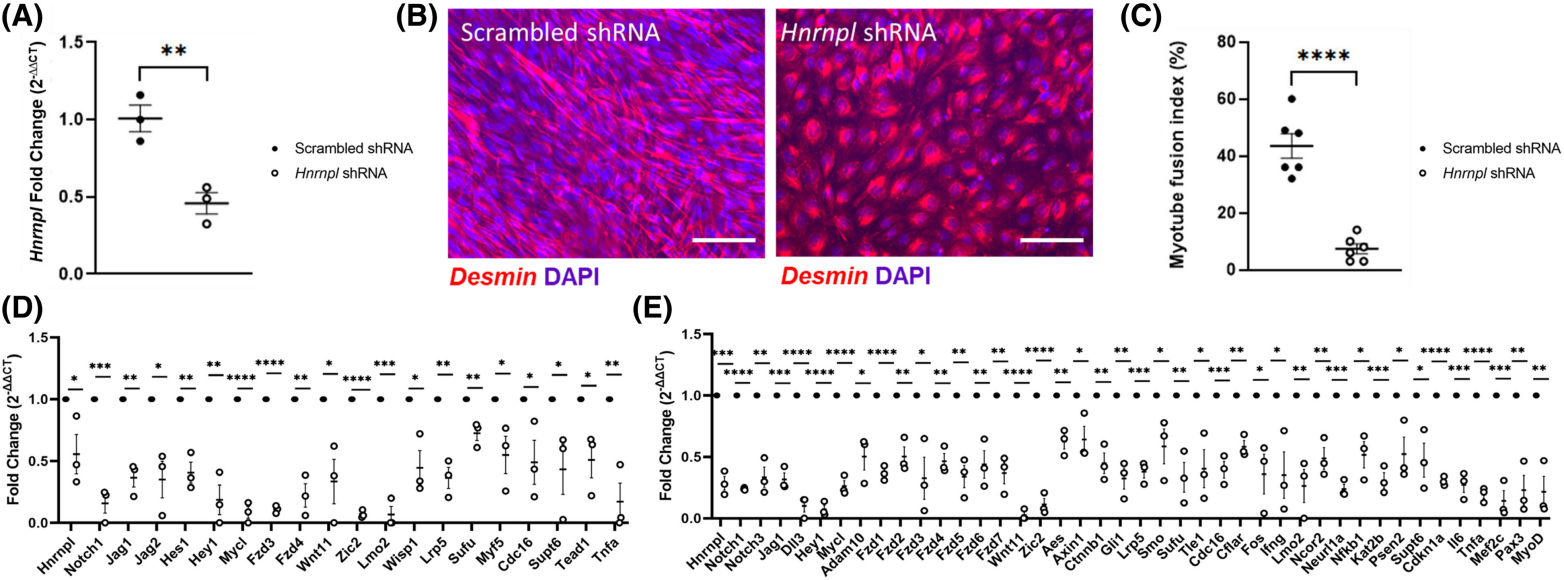
*Hnrnpl* knockdown in C2C12 cells. (A) Knockdown efficiency of *Hnrnpl* was assessed by qPCR. Results are from *N* = 3 replicates. (B) Scrambled and *Hnrnpl* shRNA‐treated cells were differentiated for 7 days in low serum medium. Myogenic potential was found to be downregulated in *Hnrnpl* knockdown condition. Representative immunofluorescence images of Desmin‐stained scrambled vs. *Hnrnpl* knockdown cells are shown. Two different fields of view were analyzed from three different replicates for 6 data points total. Scale bar, 100 μm. (C) Myotube fusion index assay on the scrambled and *Hnnrpl* knockdown cells. Taqman plate arrays of Notch genes run on myoblast (D) and myotube (E) stage cells showing several important Notch pathway genes being significantly downregulated in the *Hnrnpl* knockdown condition. Results are from *N* = 3 replicates. Transcript levels were normalized to *Gapdh* using ΔΔ*C*_t_ method. Unpaired *T*‐tests were used for significance: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. Error bars show standard error of the mean (SEM).

### Effect of *Hnrnpl* knockdown on notch pathway genes

Since *HNRNPL* has known binding sites on the Notch ligand *JAG2* mRNA as well as on other key Notch pathway gene transcripts [2], we investigated the effect of *Hnrnpl* knockdown on Notch signaling pathway gene expression, in both myoblasts (Fig. 1D) and myotubes (Fig. 1E). Nineteen Notch pathway genes were significantly downregulated at the myoblast stage, and 41 genes were significantly downregulated at the myotube stage, excluding *Hnrnpl*. No genes were significantly upregulated at either stage (Table S3).

We compared the deseq2 results from nanopore RNA sequencing to the Notch pathway qPCR results. 

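RNA of 2 scrambled and 2 *Hnrnpl* knockdown C2C12 myoblast cultures was sequenced as direct RNA on nanopore flow cells. C2C12 is an established mouse myoblast line. Both libraries of a group came from passages of 1 selected stable line, and the sample labels give 2 batches, each with 1 scrambled and 1 knockdown library. The authors basecalled the reads with guppy, mapped them to the mouse genome with minimap2, counted them per gene with HTSeq and deposited the counts without normalization. The counts on *Hnrnpl* (ENSMUSG00000015165.17) itself were 358 and 656 in scrambled 1 and 2 and 242 and 258 in knockdown 1 and 2, lower in both knockdown libraries than in either scrambled library. After scaling by the TMM method of edgeR to the mean library size, this is 464 ± 125 (SD, n = 2) in scrambled and 272 ± 42.8 (SD, n = 2) in knockdown. *Hnrnpl* fell by 0.78 on the log2 scale (standard error 0.18, adjusted p = 0.0112 from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment), on a chromosome whose median log2 fold change was -0.06. When single libraries were left out, the log2 fold change lay between -1.03 and -0.47, and the smallest change, -0.47, was that without scrambled 2. Over 15 alternative settings the adjusted p lay between 3.27e-05 and 0.0670, and 13 of them were under 0.05. Between 1229424 and 1676911 reads per library were counted on genes. A count of 0 therefore allows between 1.79 and 2.44 CPM (at 3 counts), and such limits cover counting error only. An exact permutation test of 2 libraries against 2 cannot give a p under 0.333, so tests were made in models fitted across the 8670 genes that passed the filter of edgeR. Genes were called at an adjusted p under 0.05, an absolute log2 fold change over 0.5 and a mean normalized count over 10, which are the thresholds of the authors.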

In general, deseq2 predicted a similar fold change to that found on qPCR, with a Pearson's correlation coefficient of 0.5215 (Table S3, Fig. S2). 

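The fold changes of edgeR, fitted without a filter on low counts, were set against the paper's qPCR fold changes for the 69 genes that had both and that the authors kept for Fig. S2. Across genes, Pearson's r on linear fold changes was 0.538 and Spearman's rho was 0.59, each with p = 1e-05 from 100000 permutations of the genes, the smallest these can give, and the same after Benjamini-Hochberg adjustment over the 2 tests. Genes are not independent replicates. The direction was the same on both platforms for 51 of the 69 genes. With fold changes of the DESeq2 Wald test and local fit, r was 0.521. On log2 fold changes of the 69 genes r was 0.749. On linear fold changes of the 54 genes with a mean normalized count over 10, r was 0.492. Without the 2 genes whose qPCR fold change lay farthest from the median, r was 0.461, a setting chosen after the data were seen. Scrambled 2 carried part of the relation: r fell to 0.256 without it and stayed between 0.489 and 0.551 when any other single library was left out. Spearman's rho fell less, to 0.465 without scrambled 2, and lay between 0.523 and 0.568 when any other single library was left out. A fold change without 1 library rests on a single library in 1 of the groups.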

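Of the 96 genes on the plate array, 74 had counts in the sequencing and 55 passed the filter of edgeR. Among these 55, 20 had an unadjusted p under 0.05, 9 had an adjusted p under 0.05 over all genes tested and 15 when adjusted over the list alone. The thresholds of the authors were met by 4 genes that were higher and 5 that were lower, *Hnrnpl* among the latter. Whatever the p, 30 of the 55 genes lay higher in knockdown and 25 lower. The genes called higher were *Cflar*, *Nr4a2*, *Pparg* and *Vegfa*, while the paper reports no gene significantly raised on the qPCR array. Their qPCR fold changes in the paper were 1.03, 0.70, 3.24 and 1.09, against 1.64, 2.92, 2.67 and 1.67 in edgeR without a filter. With the replicate number as a block, 10 genes had an adjusted p under 0.05, *Notch2* being the gene gained. With the DESeq2 Wald test and local fit, 4 genes did (*Ccn4*, *Hnrnpl*, *Pparg* and *Vegfa*), and the list was not counted under the other DESeq2 configurations. Of the 18 genes that were lowered on the paper's qPCR in myoblasts at a printed p under 0.05, 9 passed the filter. All 9 lay lower in knockdown, with a median log2 fold change of -0.74, 6 at an unadjusted p under 0.05 and 4 at an adjusted p under 0.05 from the same edgeR test (*Ccn4*, *Cdc16*, *Hes1* and *Jag2*). *Jag2*, a Notch ligand on chromosome 12 from 112871421 to 112893437, had counts of 13 and 32 in scrambled and 5 and 6 in knockdown and fell by 1.79 on the log2 scale (standard error 0.49, adjusted p = 0.0347 from edgeR), and by 1.18 without scrambled 2. Over its 14 alternatives the adjusted p lay between 0.00387 and 0.627, under 0.05 in 8 of them. As a set, the 9 genes were shifted down in camera with its preset correlation (p = 3.55e-05, adjusted p = 5.33e-05 by Benjamini-Hochberg over 3 sets). The shift held in fry (p = 0.0395), though not with the replicate block (p = 0.133), and it did not hold in camera with an estimated correlation (p = 0.09). With *Supt6* added, whose qPCR p is printed as 0.05, the fry p was 0.0586 and the camera p with an estimated correlation was 0.127, a setting chosen after the data were seen.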

Many of the Notch pathway expression changes that were significant on qPCR were not significant on deseq2, likely due to low coverage (low baseMean). Forty‐one out of 96 genes on the Notch plate array had baseMean values below the analysis cut off of 10 on deseq2 analysis (Table S3), indicating that those genes had low sequencing coverage and likely low myoblast expression. 

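The same count of 41 genes under a mean normalized count of 10 was obtained from the deposited counts with the normalization of DESeq2, and also with counts scaled by TMM. Asking for 10 normalized counts in every library put 47 of the 96 genes under the limit. No reads at all were counted on 22 of the genes in the 4 libraries. At these depths a gene with no reads can still be present at the level a count of 0 allows, so its absence was not shown. From the low mean counts, the paper reasons that these genes had low sequencing coverage and proposes that they are little expressed in myoblasts.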

Of the 19 Notch plate array genes that were significantly downregulated on qPCR on RNA derived from myoblasts (Fig. 1D), nine had a baseMean less than 10 on deseq2 (*Notch1*, *Hey1*, *Mycl*, *Fzd3*, *Fzd4*, *Wnt11*, *Zic2*, *Lmo2*, and *Tnfa*), so adjusted *P*‐values were not calculated for those genes (Table S3). qPCR is likely to be more sensitive to genes with low expression than nanopore RNAseq.

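For these 9 genes the counts add up to 18 and 38 reads in scrambled 1 and 2 and to 8 and 3 reads in knockdown 1 and 2. That is 13.4 and 22.8 CPM in scrambled and 5.69 and 2.5 in knockdown, so the sum lay lower in both knockdown libraries. Of the 38 reads in scrambled 2, 22 were on *Hey1*. *Notch1* and *Tnf* had no reads in any library. Reads were counted on the other 7 genes in at least 1 library, with 9 and 8 reads on *Fzd3* in scrambled. None of the 9 genes passed the filter of edgeR, and no fold change is given for them.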

Due to the low coverage of many Notch genes, splicing patterns of Notch genes in the *Hnrnpl* knockdown cells could not be analyzed via nanopore RNAseq. We performed PCR analyses to investigate the possibility of splicing changes in Notch genes, but the results were inconclusive due to variability (data not shown). The spectrum of putative hnRNP L‐induced splicing changes in Notch genes remains to be defined using PCR probes that cover alternatively spliced and cryptic exon candidates in the corresponding gene loci.

### Differential gene expression analysis

After performing nanopore RNAseq, each sample had approximately 2 billion bases that mapped to the mouse genome (Table S4). 

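The authors' count files also list the reads that were not assigned to a gene. Adding these, the libraries held 2455906 and 2899124 reads in scrambled 1 and 2 and 2397808 and 2154790 in knockdown 1 and 2. The number of aligned reads equals the paper's number of mapped reads in Table S4 in all 4 libraries, and the paper's mapped bases come to between 821 and 864 bases per mapped read. Between 56.5% and 57.8% of the reads were counted on a gene. Another 22.7% to 23.8% were set aside for a low mapping quality, and 16.0% to 16.5% because they overlapped more than 1 gene. Reads outside genes made up 1.11% to 1.37%, and reads that did not align 1.59% to 2.82%. The shares of scrambled and knockdown overlapped for each of these outcomes except reads outside genes, where both knockdown libraries (1.16% and 1.37%) lay above both scrambled libraries (1.11% and 1.15%).

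**Figure D1:**
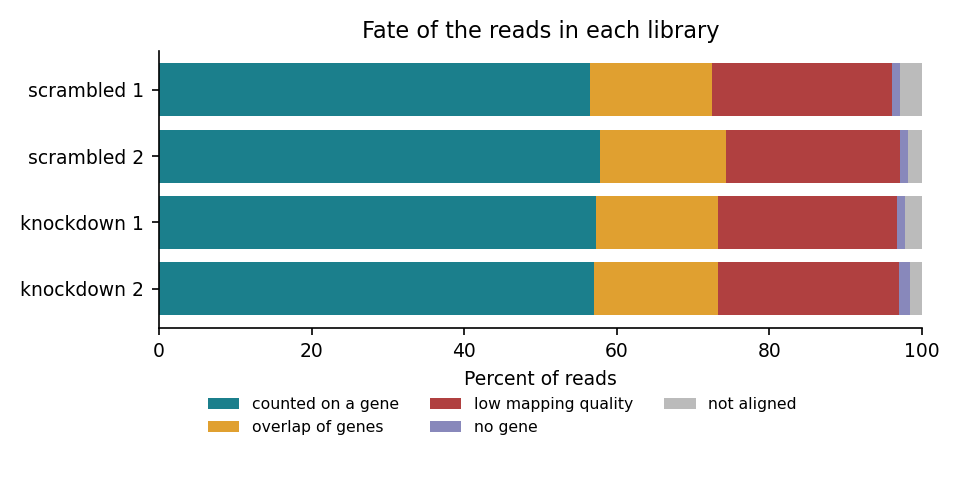
Percent of the reads of each library (horizontal axis) by outcome of the counting, with 1 bar for each of the 4 libraries. The part counted on a gene lies between 56.5% and 57.8% in every library.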

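Reads were counted on 13367 and 13726 genes in scrambled 1 and 2 and on 13459 and 13265 genes in knockdown 1 and 2. The 10 most abundant genes took 10.6% to 12.3% of the counts, and the gene with the most counts in every library was *mt-Rnr2* (2.05% to 2.45%). Mitochondrially encoded genes made up 5.73% and 5.42% of the counts in scrambled and 7.3% and 6.7% in knockdown.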

The number of each gene transcript was counted and input into deseq2 for differential gene expression analysis. The scrambled and *Hnrnpl* knockdown groups clearly separated on a principal component analysis (PCA) plot (Fig. 2A). 

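Principal components were recomputed from the deposited counts with the regularized log transformation of DESeq2 on the 500 most variable genes. The first component held 78.0% of the variance and separated the groups, with the scrambled libraries at -5.75 and -5.53 and the knockdown libraries at 6.27 and 5.02. The second held 12.4%. The distance between the libraries of a group was 5.92 for scrambled and 6.22 for knockdown, and the smallest distance between libraries of different groups was 11.4. With log2 CPM in place of the transformation, the first component held 68.4%, and over the 7705 genes with at least 10 counts in every library it held 60.8%. It separated the groups in both cases. With 2 libraries per group, a line and its treatment cannot be separated on these axes.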

Two statistical tests were used: the Wald significance test and the Likelihood‐Ratio‐Test (LRT). Each test was run using a parametric fit (default) and a local fit. Thus, the analysis was performed using four different configurations. 

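The 4 DESeq2 configurations were run again on the deposited counts with the thresholds of the authors. The Wald test called 228 genes with the local fit and 115 with the parametric fit, and the likelihood-ratio test called 222 and 112. Every gene of the paper's Tables S6–S9 was among the genes called under the same configuration, and none was added. The quasi-likelihood test of edgeR, fixed as the test before the data were examined, called 481 genes. It included 227 of the 228 genes of the Wald test with the local fit. The exception was *Cox7a2*, with a log2 fold change of -0.496 against the threshold of 0.5 (adjusted p = 0.0399 from edgeR), on a chromosome with a median of -0.37.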

Using the Wald test and a local fit yielded the highest number of significant genes (Table S5). We performed qPCR on five splicing factors to validate the results of the four different configurations. 

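In the recomputed DESeq2 fits, the fold change of *Hnrnpl* was 0.581, with an adjusted p of 0.0567 for the Wald test with the parametric fit, 0.0670 for the likelihood-ratio test with the parametric fit, 0.00882 for the Wald test with the local fit and 0.00951 for the likelihood-ratio test with the local fit. The fold changes were 1.40 for *Hnrnpk*, 1.29 for *Hnrnpa2b1*, 1.38 for *Mbnl1* and 0.487 for *Mbnl2*. *Mbnl2* was under an adjusted p of 0.05 in all 4 DESeq2 configurations, *Mbnl1* in the Wald test with the local fit alone, and *Hnrnpk* and *Hnrnpa2b1* in none. The edgeR fold changes of these 5 genes lay between 0.489 and 1.41. By the quasi-likelihood test of edgeR, the adjusted p was under 0.05 for all of them but *Hnrnpa2b1*.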

The results of the Wald test with a local fit were most similar to the qPCR results (Table 1), so these parameters were used for downstream analysis. The statistically significant results of all four different analyses are shown in Tables S6–S10.

**Fig. 2:**
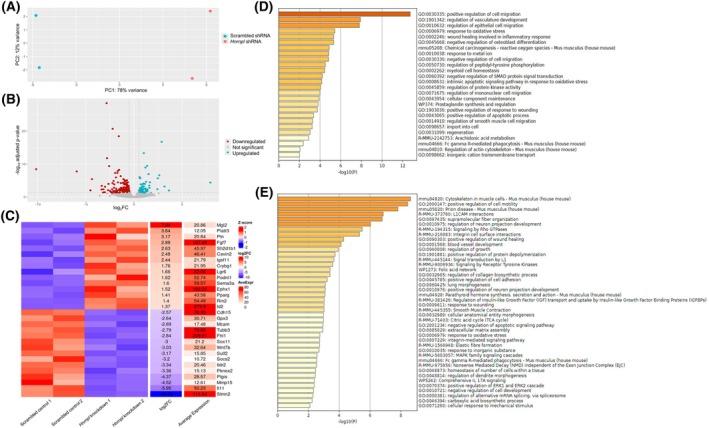
deseq2 analysis of nanopore RNA sequence data. (A) R‐log transformed PC plot of the gene counts, using a local dispersion fit. (B) Volcano plot of all 8507 genes with an adjusted *P*‐value from deseq2. Genes found to be significant (*P*adj < 0.05; |log2FC| > 0.5) using the Wald test and local fit are in color. 80 genes were upregulated (teal), while 148 genes were downregulated (red). (C) Heatmap of the top 15 most upregulated and downregulated genes found by deseq2, sorted by log_2_FC. (D) Top gene enrichment clusters of the significantly upregulated genes. (E) Top gene enrichment clusters of the significantly downregulated genes. Gene enrichment clusters were generated using metascape v3.5.20240219 [46].

**Table 1:** qPCR analysis and comparison to deseq2. Results of deseq2 analyses for several different splicing factors calculated using 4 different methods: the Wald test + parametric fit (W para) (the default method), LRT + parametric fit (LRT para), Wald test + local fit (W local), and LRT + local fit (LRT local). The fold change (FC) between the local and parametric fit was the same when looking at the first three decimal places. The fold change and adjusted *P*‐values (*P*adj) from deseq2 were compared to the fold changes and *P*‐values (*P*val) from qPCR validation using *N* = 5 replicates. Statistical analysis of qPCR data was performed using an unpaired *T*‐test in graphpad prism.

Gene	*Hnrnpl*	*Hnrnpk*	*Hnrnpa2b1*	*Mbnl1*	*Mbnl2*
deseq2 FC	0.581	1.402	1.294	1.377	0.487
W para *P*adj	0.0567	0.2444	0.3213	0.2293	0.0022
LRT para *P*adj	0.0670	0.2777	0.3626	0.2586	0.0027
W local *P*adj	0.0088	0.0527	0.0784	0.0486	6.08E‐05
LRT local *P*adj	0.0095	0.0566	0.0842	0.0511	6.51E‐05
qPCR FC	0.537	0.869	0.985	1.298	0.432
qPCR *P*val	< 0.0001	0.0145	0.8626	< 0.0001	< 0.0001

With the Wald test and local fit, there were a total of 8507 detected genes with an adjusted *P*‐value from deseq2. 

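The deposited counts gave an adjusted p for the same number of genes, 8507, in this DESeq2 configuration, and for 9074 with the parametric fit. DESeq2 sets genes of low mean count aside by a threshold it chooses in each configuration. The filter of edgeR, which asks for enough counts in as many libraries as the smaller group holds, kept 8670 genes. At an adjusted p under 0.05, without the other thresholds, edgeR gave 516 genes and this DESeq2 configuration 237. Unadjusted p-values under 0.05 numbered 1894 with edgeR.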

Eighty genes were significantly upregulated, and 148 genes were significantly downregulated (Fig. 2B). Among these, *Mgl2* was the most upregulated gene (log_2_fold change of 7.9), and *Stmn2* was the most downregulated gene (log_2_fold change of −10) (Fig. 2C). 

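The quasi-likelihood test of edgeR called 202 genes higher and 279 lower at the same thresholds. Of these 481 genes, 446 are protein coding, and 25 are processed pseudogenes, all of them lower. When single libraries were left out, all 481 kept their direction, and between 441 and 459 stayed over an absolute log2 fold change of 0.5. The setting that moved the number of calls most was the likelihood-ratio test of DESeq2 with the parametric fit, with 42 genes higher and 70 lower. Called genes were spread unevenly over the chromosomes. On chromosome 14, 12.2% of the 262 genes with a mean normalized count over 10 were called, 31 lower and 1 higher, and on chromosome 9, 9.57% of 470 genes, 43 lower and 2 higher. On chromosome 6, 26 genes were called higher and 4 lower. The median log2 fold change of all genes on a chromosome lay between -0.37 (chromosome 9) and 0.31 (chromosome 16), and it was alike for the libraries numbered 1 and those numbered 2.

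**Figure D2:**
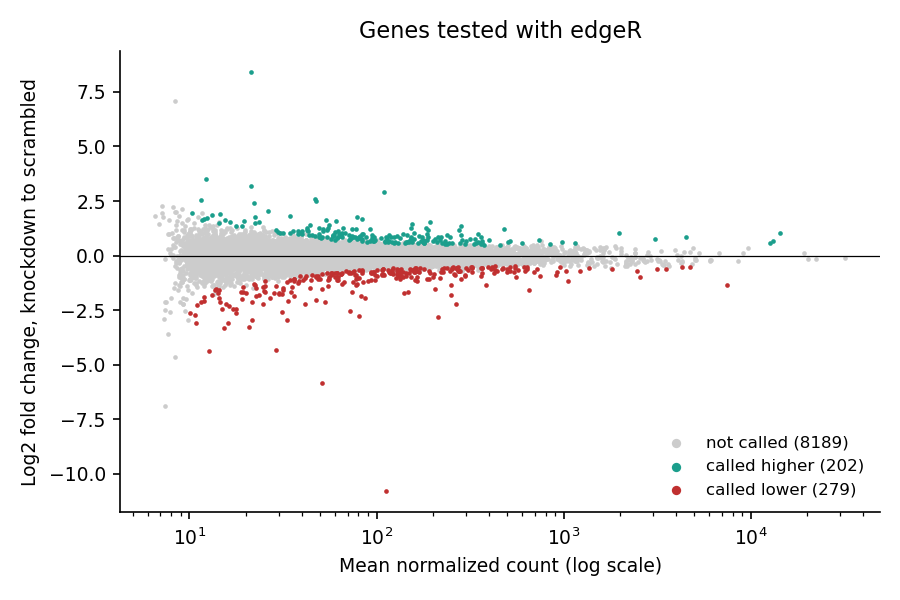
Log2 fold change of knockdown to scrambled (vertical axis) against the mean normalized count (log scale) of each gene tested with edgeR, with 1 point per gene. The 202 genes called higher and the 279 called lower are in color.

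**Figure D3:**
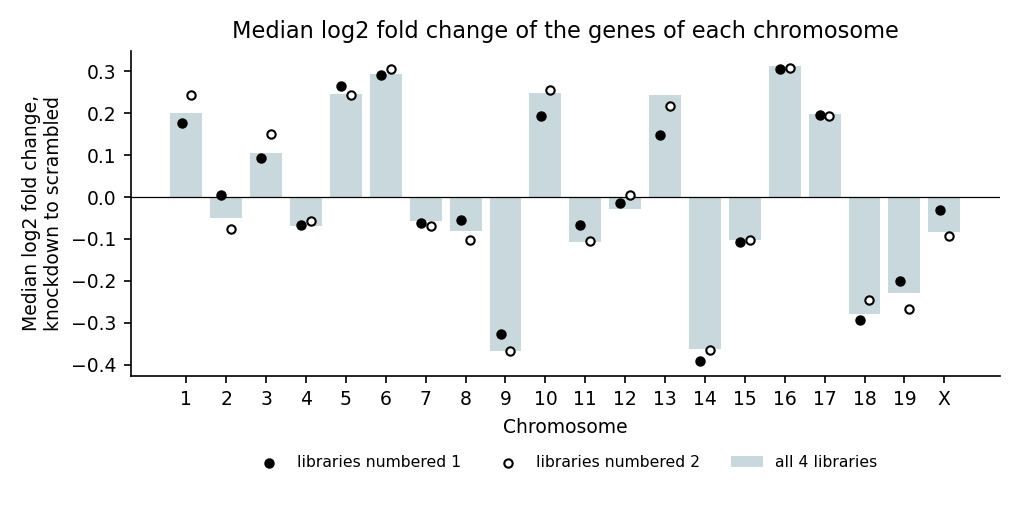
Median log2 fold change of knockdown to scrambled (vertical axis) over the genes of each chromosome (horizontal axis). Bars are from all 4 libraries, and points compare the libraries with the same number. The medians run from -0.37 on chromosome 9 to 0.31 on chromosome 16.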

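*Mgl2* (chromosome 11, 70020954 to 70028376) had no reads in either scrambled library and 50 and 30 in knockdown 1 and 2. Against a floor of 3 counts on the summed reads of both scrambled libraries, it was at least 30.7-fold higher in knockdown. *Stmn2* (chromosome 3, 8574151 to 8626667) had 257 and 217 reads in scrambled 1 and 2 and none in knockdown. Against the same floor on the summed reads of both knockdown libraries, it was at least 137-fold lower. The adjusted p of edgeR was 7.67e-06 for *Mgl2* and 3.74e-09 for *Stmn2*. Their fitted log2 fold changes of 8.42 and -10.81 depend on the prior count and are not bounds. *Mgl2* and *Stmn2* were also the called genes with the largest and the smallest fitted values in edgeR. Next came *Platr3* (3.52), *Ptn* (3.17), *Fgf7* (2.90) and *Sh2d1b1* (2.61) among genes called higher, and *Il11* (-5.83), *Mmp15* (-4.38), *Ptgis* (-4.31) and *Pknox2* (-3.31) among genes called lower. Single libraries decide the size of some of these: the log2 fold change of *Platr3* was 7.42 without scrambled 2, and that of *Il11* was -9.70 without knockdown 2. All of the 30 genes of Fig. 2C were called by edgeR in the paper's direction.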

Two enriched upregulated pathways were regulation of apoptosis and regulation of cell migration (Fig. 2D). Several downregulated pathways were notable, including cytoskeleton in muscle cells, muscle contraction, regulation of neuron projection development, regulation of collagen biosynthesis, negative regulation of apoptotic pathways, and regulation of alternative splicing via the spliceosome (Fig. 2E). In addition, response to oxidative stress and wound healing appeared in the enriched pathways for both the up and downregulated genes.

On deseq2 analysis, the splicing factor *Mbnl2* was significantly downregulated. 

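*Mbnl2* (chromosome 14, 120512932 to 120669110) had counts of 258 and 375 in scrambled and 138 and 128 in knockdown. It fell by 1.03 on the log2 scale (standard error 0.16, adjusted p = 0.000577 from edgeR), and single libraries left out moved this between -1.14 and -0.91. The median of chromosome 14 was -0.36. With the chromosome medians removed, the log2 fold change was -0.66 (adjusted p = 0.0208 from edgeR), the largest adjusted p among its 15 alternatives.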

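*Mbnl1* (chromosome 3, 60380102 to 60537183) had counts of 571 and 649 in scrambled and 811 and 662 in knockdown. The log2 fold change was 0.47 (standard error 0.13, adjusted p = 0.0450 from edgeR). Its side of 0.05 depended on the setting. With the replicate block the adjusted p of edgeR was 0.0884, and over its 15 alternatives the adjusted p lay between 0.0216 and 0.259. The median of chromosome 3 was 0.11, and with the chromosome medians removed the log2 fold change was 0.36 (adjusted p = 0.178 from edgeR).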

For *Mbnl1*, the log_2_FC was less than the cutoff of 0.5, but it was significantly upregulated after *P*‐adjustment (Fig. 3A). We decided to confirm the expression levels of these splicing factors due to their links to myotonic dystrophy [47, 48, 49]. 

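Per library, the normalized counts of the groups did not overlap for *Hnrnpl*, *Mbnl1* or *Mbnl2*. *Mbnl1* was at 572 ± 36.7 (SD, n = 2) in scrambled and 791 ± 24.3 (SD, n = 2) in knockdown, and *Mbnl2* at 293 ± 32.1 and 144 ± 8.57. The knockdown mean was 41.4% lower than the scrambled mean for *Hnrnpl* and 51.0% lower for *Mbnl2*. For *Hnrnpl*, the libraries of the scrambled group differed by more than the smallest distance between the groups.

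**Figure D4:**
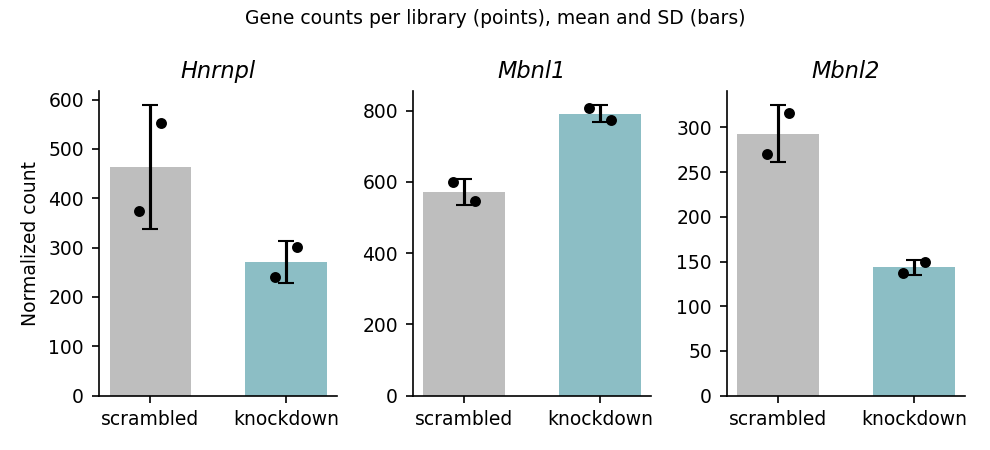
Normalized counts (vertical axis) of *Hnrnpl*, *Mbnl1* and *Mbnl2* in the scrambled and knockdown libraries. Points are libraries, bars are means and error bars are SD (n = 2), and the knockdown libraries lie below scrambled for *Hnrnpl* (272 against 464) and *Mbnl2* (144 against 293) and above it for *Mbnl1* (791 against 572).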

Using qPCR, we verified the deseq2 results for *Hnrnpl*, *Mbnl1*, and *Mbnl2* (Fig. 3B). *Mbnl1* had an average fold change of 1.3, while *Mbnl2* had an average fold change of 0.4. Both changes were statistically significant. 

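The hnRNP genes were taken by gene symbol, with *Pcbp1* and *Ptbp1* added, because the list of Table S11 was not at hand, so the list may differ from the paper's. Apart from *Hnrnpl*, 21 such genes had counts, and 20 of them passed the filter of edgeR. *Ptbp1*, with 2 or 3 reads per library, did not. Of the 20 genes, 16 lay higher in knockdown and 4 lower. An unadjusted p under 0.05 was found for 6 of them, and an adjusted p under 0.05 for 1, *Hnrnpk*, both over all genes tested and when adjusted over the list alone. With the replicate block no gene of the list was under an adjusted p of 0.05, and 3 were under an unadjusted p of 0.05. With the DESeq2 Wald test and local fit, none was under 0.05 over all genes, 3 were unadjusted, and 2 (*Hnrnpk* and *Hnrnpa2b1*) when adjusted over the list alone. *Hnrnpll* (chromosome 17, 80335472 to 80370014) had counts of 204 and 218 in scrambled and 196 and 214 in knockdown, a log2 fold change of 0.17 (standard error 0.16, adjusted p = 0.60 from edgeR). The median of chromosome 17 was 0.20. The counts of *Hnrnpa3* are uncertain, because 4 of 6 reads simulated from its transcript had a low mapping quality.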

We examined whether the expression of other hnRNP genes was altered by *Hnrnpl* knockdown. deseq2 found no significant changes in expression of any hnRNP gene assessed, including *Hnrnpll* (hnRNP L‐like) (Table S11). *Hnrnpk* and *Hnrnpa2b1* were close to being significant; however, the qPCR results for these genes did not confirm the deseq2 fold change (Table 1).

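*Hnrnpk* (chromosome 13, 58536691 to 58551339) had counts of 366 and 466 in scrambled and 536 and 478 in knockdown, with a log2 fold change of 0.49 (standard error 0.14, adjusted p = 0.0364 from edgeR), just under the threshold of 0.5 for a call. In the fit with the replicate block the adjusted p of edgeR was 0.0714, and over the 15 alternatives it lay between 0.0224 and 0.316. *Hnrnpa2b1* (chromosome 6, 51435248 to 51448049) had 1402 and 1722 in scrambled and 1965 and 1570 in knockdown, with a log2 fold change of 0.38 (standard error 0.13, adjusted p = 0.104 from edgeR). Over its 15 alternatives the adjusted p lay between 0.0441 and 0.844, and it was under 0.05 in 1 of them, the edgeR fit without a filter. Both genes lie on chromosomes with a raised median, 0.24 for chromosome 13 and 0.29 for chromosome 6. With the chromosome medians removed, the log2 fold changes were 0.29 and 0.08 (adjusted p = 0.316 and 0.844 from edgeR).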

**Fig. 3:**
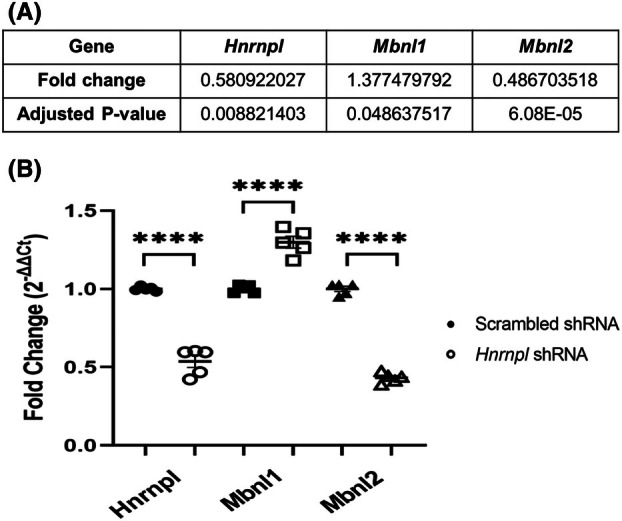
Confirmation of deseq2 results. (A) DESeq2 results of three different splicing factors calculated using the Wald test with a local fit. (B) qPCR verification of three of the splicing factors that corresponded with the deseq2 predictions. Transcript levels were normalized to Gapdh using ΔΔ*C*_t_ method. *Hnrnpl*, *Mbnl1*, and *Mbnl2* were all significant using an unpaired *T*‐test (*P* < 0.0001 for all). Mean fold changes are 0.5368, 1.298, and 0.4318 respectively. *N* = 5 replicates. Error bars show standard error of the mean (SEM).

### Differential splicing analysis

We used two complementary approaches to splicing analysis. First, we quantified specific transcript variants using nanocount [42], and then analyzed those counts in isoformswitchanalyzer, which yielded 23 significantly differentially expressed transcripts representing 14 different genes (Table S12). Next, we quantified differential exon usage with dexseq and found 132 significant exonic regions in 97 distinct genes (Table S13). 

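The counts of whole genes are given here, since transcript and exon counts were not analysed. *Aqp5*, *Cryab*, *Lamp2*, *Pdlim7* and *Tpm1* had mean normalized counts between 141 and 839. By edgeR, *Tpm1* was the only one of them that was called. *Pdlim7* (chromosome 13, 55643608 to 55662151) had 283 and 379 reads in scrambled and 223 and 183 in knockdown, and it fell by 0.50 on the log2 scale (standard error 0.15, adjusted p = 0.0501 from edgeR). On that chromosome the median was 0.24, and with the chromosome medians removed *Pdlim7* was called lower at -0.70 (adjusted p = 0.00912 from edgeR). Over its 15 alternatives the adjusted p lay between 0.00912 and 0.483. *Cryab* (chromosome 9, 50651859 to 50668567) had 690 and 876 reads in scrambled and 902 and 850 in knockdown, a log2 fold change of 0.37 (standard error 0.13, adjusted p = 0.108 from edgeR). Chromosome 9 had the lowest median, -0.37, and with the medians removed *Cryab* was called higher at 0.71 (adjusted p = 0.00378 from edgeR), the smallest over alternatives that reached 0.541. *Aqp5* (chromosome 15, 99488532 to 99492710) had a log2 fold change of 0.35 (standard error 0.15, adjusted p = 0.192 from edgeR) beside a chromosome median of -0.10. Its log2 fold change was 0.13 without scrambled 2 and 0.60 without scrambled 1.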

Five alternatively spliced genes appeared in both the isoformswitchanalyzer and dexseq analyses: *Aqp5*, *Cryab*, *Lamp2*, *Pdlim7*, and *Tpm1* (Table S14). *Aqp5* and *Pdlim7* were not analyzed further because they have not been previously reported to cause a muscle disease phenotype. *CRYAB* has been linked to muscle disease [50, 51]; however, splicing differences in *Cryab* would not result in any change on the protein level, so the functional effect of alternative splicing would be more difficult to elucidate.

*Lamp2* displayed differential splicing of transcript variants 1 and 2 by both isoformswitchanalyzer and dexseq. *LAMP2* is associated with Danon disease in humans, which is a dominant X‐linked disorder clinically characterized by hypertrophic cardiomyopathy, skeletal myopathy, and intellectual disability [52]. *Lamp2* transcript variants 1 and 2 vary in their terminal exons and have different expression patterns (Fig. 4A). Transcript variant 1 (NM_001017959.2) was predicted to be downregulated, while transcript variant 2 (NM_010685.4) was predicted to be upregulated (Fig. 4B,C). In the nanopore data, 200–400 reads mapped to *Lamp2* in each sample. 

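The deposited counts on *Lamp2* (chromosome X, 37488520 to 37545340) were 265 and 413 in scrambled 1 and 2 and 334 and 235 in knockdown 1 and 2. The means were 339 ± 105 (SD, n = 2) and 284.5 ± 70.0 (SD, n = 2). Scaled to the mean library size, they were 310 and 308. The whole gene did not differ detectably between the groups (log2 fold change -0.04, standard error 0.16, adjusted p = 0.91 from edgeR). The genes of chromosome X had a median of -0.08. Isoform shares were not analysed here.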

The *Lamp2* transcript composition of the scrambled samples was ~ 45% reads mapping to transcript variant 1 and ~ 55% to transcript variant 2; for the *Hnrnpl*‐shRNA treated samples, the composition was ~ 20% transcript variant 1 and ~ 80% transcript variant 2 (Table S15). PCR confirmed significant *Lamp2* transcript variant 1 downregulation and significant *Lamp2* transcript variant 2 upregulation (Fig. 4D–H). The findings were also validated on qPCR (Fig. 4I).

**Fig. 4:**
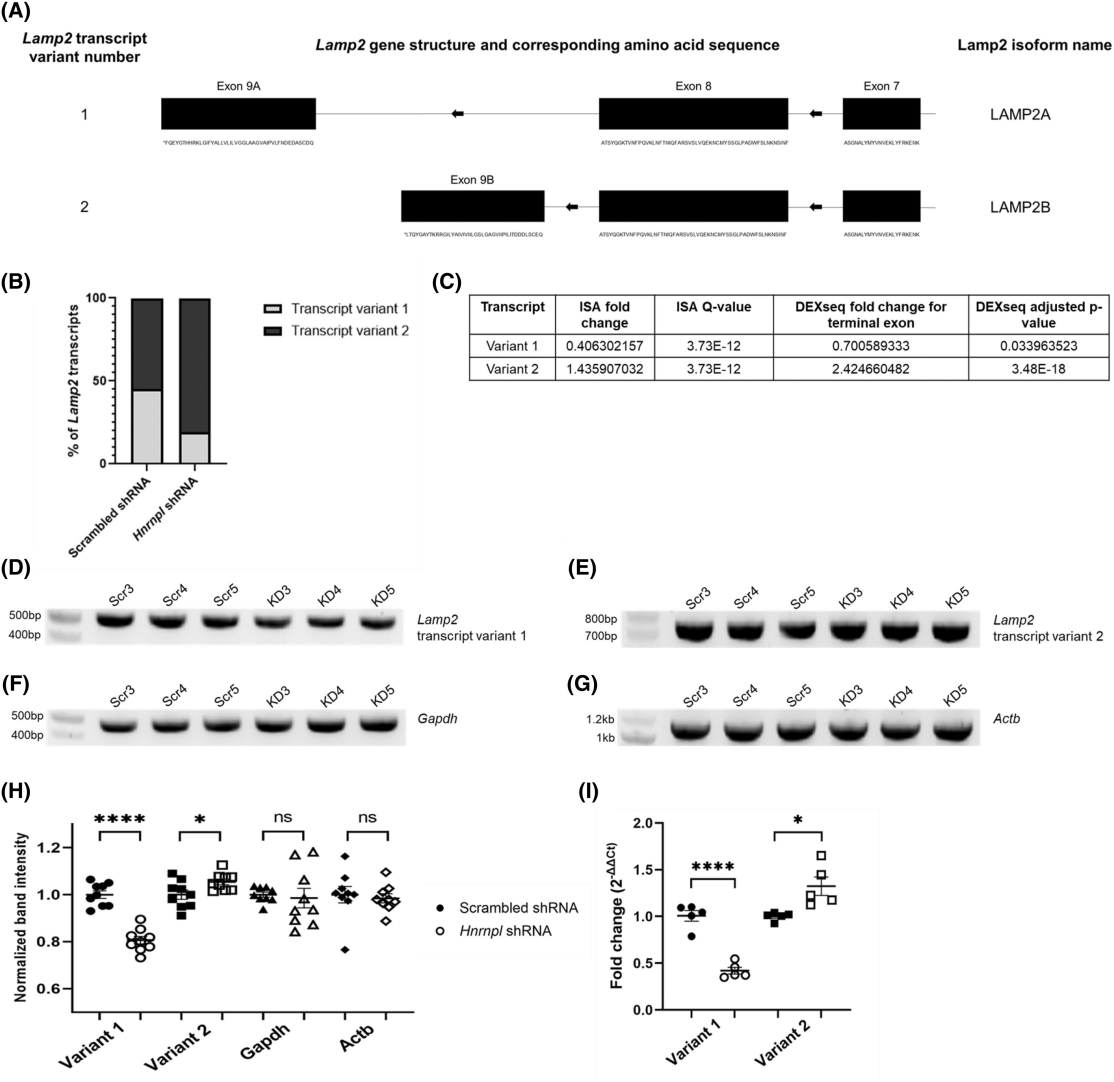
Splicing change in *Lamp2* in C2C12 myoblasts transfected with scrambled shRNA (Scr) or *Hnrnpl* shRNA (KD). (A) Schematic of the *Lamp2* transcripts of interest. The *Lamp2* coding sequence is on the reverse strand. *Lamp2* transcript variant 3 is not shown, as it had no expression seen in the nanopore data. (B) Comparing the percentage of nanopore reads mapping to *Lamp2* transcript variant 1 and *Lamp2* transcript variant 2 between the scrambled and *Hnrnpl* shRNA groups. Total number of reads mapped to *Lamp2* was calculated with HTSeq. Reads mapped to transcript‐specific terminal exons were counted by dexseq. (C) Results from isoformswitchanalyzer (ISA) and dexseq for *Lamp2*. The *Q*‐value is the FDR corrected *P*‐value. (D) PCR confirmation of *Lamp2* transcript variant 1 (512 bp) and (E) *Lamp2* transcript variant 2 (742 bp). Housekeeping genes (F) *Gapdh* (467 bp) and (G) *Actb* (1115 bp) are shown. 500 ng of RNA from 3 replicates of both scrambled (Scr 3–5) and *Hnrnpl* knockdown (KD 3–5) cells, independent from the replicates that were used for nanopore sequencing, were converted to cDNA, and the resulting cDNA was diluted by a factor of 20 before being used as a template for PCR. The PCRs were repeated in three triplicates and were run on separate gels. (H) Normalized imagej band intensity calculations of PCR products shown in (D–G). The 9 data points represent three technical triplicates from *n* = 3 independent replicates. The band intensities were normalized to the average scrambled band intensity. Results of an unpaired *T*‐test show that band intensities between the scrambled and *Hnrnpl* knockdown cells are significantly different for *Lamp2* transcript variant 1 (*P* < 0.0001) and *Lamp2* transcript variant 2 (*P* = 0.0302). *Gapdh* and *Actb* controls were amplified using the same cDNA dilution as a control (*P* = 0.7399 and *P* = 0.6998, respectively). (I) qPCR confirmation of *Lamp2* transcript variant 1 downregulation (*P* < 0.0001) and transcript variant 2 upregulation (*P* = 0.0120). Transcript levels were normalized to *Gapdh* using ΔΔ*C*_t_ method. *N* = 5 replicates. Unpaired *T*‐tests were used for significance. Error bars show standard error of the mean (SEM).

*Tpm1* underwent significant differential splicing in the setting of *Hnrnpl* knockdown that was detected by both isoformswitchanalyzer and dexseq (Table S14), and the overall expression level was significantly downregulated in all four deseq2 analyses (Table S10). 

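For the whole gene, *Tpm1* (chromosome 9, 66929870 to 66956953) had counts of 205 and 255 in scrambled and 49 and 72 in knockdown. It fell by 1.71 on the log2 scale (standard error 0.20, adjusted p = 4.06e-05 from edgeR), and single libraries left out moved this between -2.13 and -1.35. With the chromosome medians removed, it stayed called at -1.37 (adjusted p = 0.000552 from edgeR), the largest adjusted p of its 15 alternatives. The median of its chromosome was -0.37.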

*TPM1* is linked to several cardiac muscle phenotypes such as dilated cardiomyopathy [53], hypertrophic cardiomyopathy [54], and left ventricular noncompaction [55] in humans. A targeted analysis of the nanopore sequence data that was restricted to *Tpm1* was confirmed via qPCR and published as part of a previous study [34].

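*Fhl1* (chromosome X, 55777147 to 55838706) was at 371 ± 32.1 normalized counts (SD, n = 2) in scrambled and 52.3 ± 10.5 (SD, n = 2) in knockdown. It fell by 2.83 on the log2 scale (standard error 0.18, adjusted p = 1.53e-08 from edgeR). All 15 alternatives kept the gene under an adjusted p of 0.05, with the largest at 4.41e-06 from edgeR with the replicate block and a gene-length trend correction. When single libraries were left out, the log2 fold change lay between -3.04 and -2.63. The median of all genes on chromosome X was -0.08.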

*Fhl1* was significantly downregulated on all four DESeq2 comparisons (Table S10). *Fhl1* variant expression levels were verified because it is linked to several inherited muscle diseases in humans [56, 57, 58, 59, 60]. The Fhl1 protein has three different predominant isoforms, KyoT1, KyoT2, and KyoT3. KyoT2 and KyoT3 both have an RBP‐J binding motif, and are corepressors for the Notch signaling pathway (Fig. 5A) [61, 62]. Transcripts encoding all three isoforms could be seen in the nanopore data, but transcripts encoding the KyoT3 isoform appeared in a lower proportion in the *Hnrnpl* knockdown than in the scrambled (Fig. 5B). Approximately 400 reads mapped in *Fhl1* in each scrambled sample, while about 50 reads mapped to *Fhl1* in each *Hnrnpl* knockdown sample. 

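The deposited counts on *Fhl1* were 376 and 414 in scrambled 1 and 2 and 45 and 51 in knockdown 1 and 2. The means were 395 ± 26.9 (SD, n = 2) and 48.0 ± 4.24 (SD, n = 2), and scaled to the mean library size they were 367 and 52.6. The 95% Poisson interval of the count in knockdown 1 ran from 32.8 to 60.2, and in scrambled 1 from 339 to 416, so the difference is far larger than counting error. How these reads divide among KyoT1, KyoT2 and KyoT3 was not analysed here.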

The composition of KyoT3 encoding transcripts switched from ~ 12–13% of reads in the scrambled samples to 0–4% of reads in the *Hnrnpl*‐shRNA‐treated samples (Table S14). isoformswitchanalyzer, but not dexseq, predicted differential regulation of *Fhl1* transcripts in the setting of *Hnrnpl* knockdown (Fig. 5C; Table S16). isoformswitchanalyzer only examined transcripts encoding KyoT1 and KyoT3, finding that while both were downregulated, transcripts encoding KyoT3 were significantly more downregulated than transcripts encoding KyoT1. On PCR (Fig. 5D–J), we found that KyoT3 was significantly more downregulated than KyoT1 or KyoT2. The PCR results were confirmed on qPCR, with more specificity (Fig. 5K). KyoT2 was the least downregulated with a fold change of 0.22, followed closely by KyoT1 with a fold change of 0.20. While all *Fhl1* transcript variants were downregulated, transcripts encoding the KyoT3 isoform were significantly more downregulated than transcripts encoding the other two isoforms, with a fold change of 0.15.

**Fig. 5:**
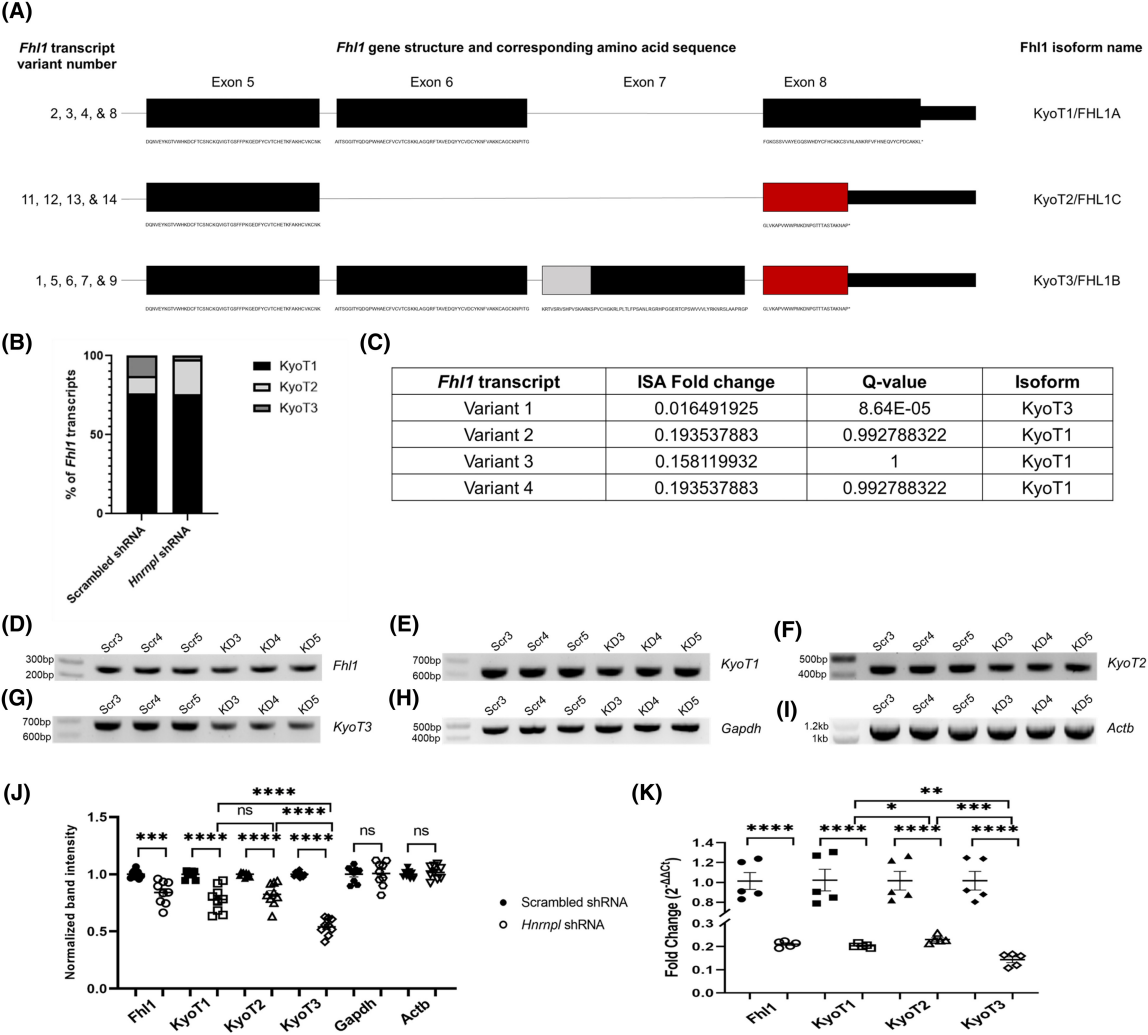
Differential downregulation of *Fhl1* transcripts in C2C12 myoblasts transfected with scrambled shRNA (Scr) or *Hnrnpl* shRNA (KD). (A) Schematic of the different *Fhl1* transcripts and which isoforms they correspond to. The gray box represents a nuclear localization signal (NLS), and the red box represents an RBP‐J‐binding motif. (B) Comparing the percentage of nanopore reads mapping to the different *Fhl1* isoforms between the scrambled and *Hnrnpl* shRNA groups. Total number of reads mapped to *Fhl1* was calculated with HTSeq. Reads mapped to specific isoforms were counted manually in igv. (C) isoformswitchanalyzer (ISA) results for *Fhl1*. The *Q*‐value is the FDR corrected *P*‐value. (D) PCR confirmation of *Fhl1* present in every transcript (267 bp), (E) transcripts encoding the KyoT1 isoform (628 bp), (F) transcripts encoding the KyoT2 isoform (439 bp), and (G) transcripts encoding the KyoT3 isoform (669 bp). Housekeeping genes (H) *Gapdh* (467 bp) and (I) *Actb* (1115 bp) are shown. 500 ng of RNA from 3 replicates of both scrambled (Scr 3–5) and *Hnrnpl* knockdown (KD 3–5) cells, independent from the replicates that were used for nanopore sequencing, were converted to cDNA, and the resulting cDNA was diluted by a factor of 10 before being used as a template for PCR. The PCRs were repeated in three triplicates and ran on separate gels. (J) Normalized imagej band intensity calculations of PCR products shown in (D–I). The 9 data points represent three technical triplicates from *n* = 3 independent replicates. The band intensities were normalized to the average scrambled band intensity. Results of an unpaired *T*‐test show that band intensities between the scrambled and *Hnrnpl* knockdown cells are significantly different for transcripts encoding all Fhl1 isoforms. The normalized band intensities between *Hnrnpl* knockdown KyoT1 vs. KyoT3, as well as KyoT2 vs. KyoT3 are also significantly different, but not KyoT1 vs. KyoT2. *Gapdh* and *Actb* controls were amplified using the same cDNA dilution as a control. (K) qPCR confirmation of the downregulation. Transcript levels were normalized to *Gapdh* using ΔΔ*C*_t_ method. *N* = 5 replicates used. Downregulation of *Fhl1* overall, KyoT1, KyoT2, and KyoT3 were all significant. The fold changes for the *Hnrnpl* knockdown KyoT1 vs. KyoT2, KyoT1 vs. KyoT3, and KyoT2 vs. KyoT3 were significant as well. Unpaired *T*‐tests were used for significance: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. Error bars show standard error of the mean (SEM).

Previous bioinformatic analysis detected hnRNP L binding sites in *DTNA* [31]. Although splicing differences were not detected computationally in *Dtna*, we manually inspected the nanopore coverage of the gene and detected splice differences, which were then confirmed by PCR. *DTNA* has been linked to left ventricular noncompaction [63, 64], as well as a mild dominant form of muscular dystrophy [65]. An average of 16 reads mapped to *Dtna* in each sample in the nanopore sequencing data. 

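The counts on *Dtna* (chromosome 18, 23548183 to 23793477) were 13 and 19 in scrambled 1 and 2 and 16 in each knockdown library, a mean of 16.0. The 95% Poisson interval of a count of 16 runs from 9.15 to 26.0. For the whole gene no difference was detectable at this depth (log2 fold change 0.21, standard error 0.38, adjusted p = 0.796 from edgeR). The median of chromosome 18 was -0.28. A share of the reads of 1 library on 1 exon rests on 13 to 19 reads in all, and such shares were not recomputed here.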

In the scrambled samples, ~ 13% of reads mapped to chr18:23443077‐23443328 mm39, which is a noncoding start exon exclusive for transcript variant 3 (NM_001285813.1) and transcript variant X35 (XM_030250320.2) (referred to as transcript variant 3/X35 throughout the rest of the current report), while ~ 5% of reads mapped to transcript variant X39 (XM_036160981.1). In the *Hnrnpl*‐shRNA‐treated samples, none of the reads mapped to the start exon for transcript variant 3/X35, while 25% of the reads mapped to transcript variant X39 (Table S15). Neither isoformswitchanalyzer nor dexseq detected the findings, though the coverage in that region was suboptimal (Table S17). *Dtna* has many different transcript variants, which encode three predominant isoforms of different lengths (Fig. 6A). *Hnrnpl* knockdown led to diminished expression of transcript variant 3/X35, while reads mapping to predicted transcript X39 were increased (Fig. 6B,C). The downregulation of transcript 3/X35 and upregulation of transcript X39 was confirmed using PCR (Fig. 6D–H).

**Fig. 6:**
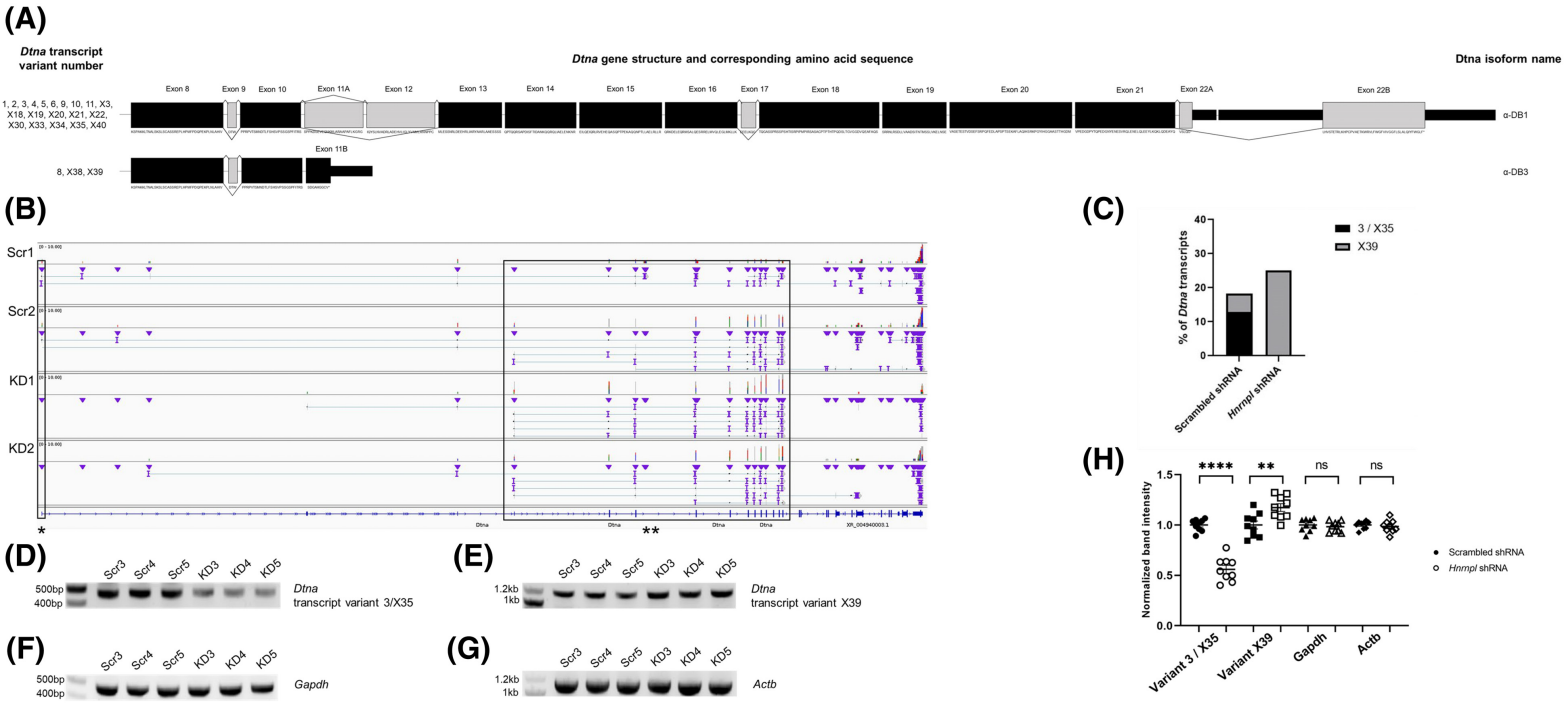
Splicing change in *Dtna* in C2C12 myoblasts transfected with scrambled shRNA (Scr) or *Hnrnpl* shRNA (KD). (A) Schematic of the *Dtna* transcripts and corresponding isoforms of interest. Isoform α‐DB2 was not a major product in the nanopore data, so it is not shown. Coding exons 1–8 are shared between the different isoforms, but there are several distinct noncoding exons which make the 5′ UTRs of the different transcripts unique (not shown). (B) Nanopore RNA sequencing coverage of *Dtna*, viewed in Integrated Genome Viewer (igv). The boxed exon marked with * is a noncoding start exon which is exclusive for *Dtna* transcript variant 3 (NM_001285813.1) and predicted transcript variant X35 (XM_030250320.2) at chr18:23443077‐23443328 mm39. The boxed transcript marked with ** is predicted *Dtna* transcript X39 (XM_036160981.1). (C) Comparing the percentage of nanopore reads mapping to the different *Dtna* transcripts between the scrambled and *Hnrnpl* shRNA groups. Total number of reads mapped to *Dtna* was calculated with HTSeq. Reads mapped to specific exons were counted manually in igv. Representative images of the PCR confirmation of (D) *Dtna* transcript variant 3/X35 (478 bp) and (E) predicted *Dtna* transcript variant X39 (1154 bp). Predicted transcript X39 was confirmed by Sanger sequencing (not shown). Housekeeping genes (F) *Gapdh* (467 bp) and (G) *Actb* (1115 bp) are shown. 500 ng of RNA from 3 replicates of both scrambled (Scr 3–5) and *Hnrnpl* knockdown (KD 3–5), independent from the replicates that were used for nanopore sequencing, were converted to cDNA, and the resulting cDNA was diluted by a factor of 5 before being used as a template for PCR. The PCRs were repeated in three triplicates and ran on separate gels. (H) Normalized imagej band intensity calculations of PCR products shown in (D–G). The 9 data points represent three technical triplicates from *n* = 3 independent replicates. The band intensities were normalized to the average scrambled band intensity. Results of an unpaired *T*‐test show that band intensities between the scrambled and *Hnrnpl* knockdown are significantly different for both *Dtna* transcript variant 3 (*P* < 0.0001) and *Dtna* transcript variant X39 (*P* = 0.0061). *Gapdh* and *Actb* controls were amplified using the same cDNA dilution as a control (*P* = 0.5377 and *P* = 0.5757, respectively). Error bars show standard error of the mean (SEM).

### Phenotype of *smooth* knockdown in *Drosophila*

Different Gal4 drivers were used to downregulate *smooth* either ubiquitously or at various stages of myogenesis, including in the Serrate‐positive cells that regulate muscle development [66]. Ubiquitous knockdown of *smooth* in *Drosophila* resulted in lethality, as was observed in *Hnrnpl* knockout mice [33]. The lethality phenotype was recapitulated when using the mesoderm‐specific *How‐Gal4* driver (AKA *24B‐Gal4*), indicating that *smooth*'s function is critical for muscle development. All drivers expressing the *smooth* RNAi transgene resulted in reduced adult eclosion (compared to the control siblings), although knockdown was more tolerated when targeting the adult muscle precursor (AMPs, using the *twist* driver) compared to later stages of myogenesis (Fig. 7). Altered migration of muscle cells (obtained with the *how* driver) could also contribute to the lethality of *smooth* RNAi flies (Fig. 7); notably, ‘migration’ was also highlighted in the pathway analysis of *Hnrnpl*‐deficient C2C12 cells (Fig. 2D). The *Mef2Gal4* driver promotes expression of the gene of interest in the embryonic mesoderm, which persists into adulthood [67, 68, 69], and it resulted in a workable population of knockdown progeny as compared to the *how* and *mhc* drivers (Fig. 7). The *kirre* and *twist* drivers produced more progeny than the *mef2* driver but only resulted in expression in founder cells (*kirre*) [70] or progenitor cells (*twist*) [71], so expression declines as myogenesis proceeds. Therefore, the *Mef2Gal4* driver was selected to generate the *Mef2Gal4 > smooth RNAi* male fly progeny used in the RNA analysis experiments. These flies displayed an age‐dependent ‘drooping’ wing phenotype, which was previously associated with muscle weakness in *Drosophila* [72].

**Fig. 7:**
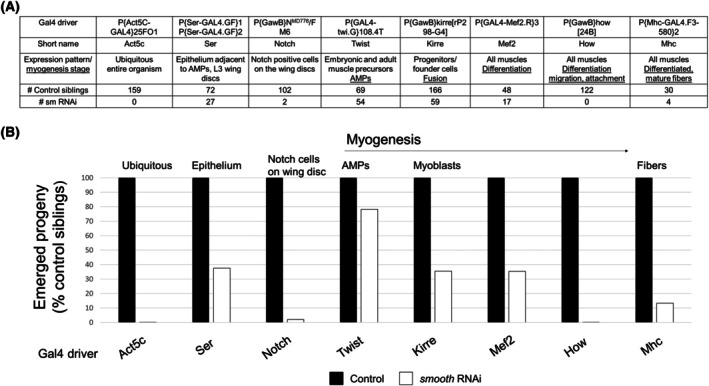
Myogenesis stage‐specific knockdown of *smooth* (*Hnrnpl*) in *Drosophila* indicates that *smooth* plays an important role at the stages of differentiation, pre‐fusing myoblasts and developing fibers, which coincide with decreasing Notch and twist activity. (A) Table showing different Gal4 drivers using for *smooth* knockdown, the expression pattern of the driver, and the number of control and *smooth* RNAi flies that emerged with each driver. (B) Bar graph representation of the percentage of *smooth* RNAi flies that emerged compared to control siblings with each driver.

### Differential gene expression in *Drosophila*

RNA was isolated from the thoraces of male *smooth* knockdown flies and their driver controls. Several genes of interest were evaluated using qPCR in knockdown flies from ages 6 days, 20 days, 30 days, and 50 days. We evaluated the following genes (the respective mammalian orthologs are in parentheses): *smooth* (*Hnrnpl*), *draper* (*Megf10*), *Serrate* (*Jag1/Jag2*), *rumi* (*Poglut1*), *Notch* (*Notch1‐4*), *misfire* (*Dysf*), and *Limpet* (*Fhl1/Fhl2*) normalized to housekeeping gene *Act5C* (*Actb*) levels. *Smooth* was knocked down at every time point. At Day 6, *Limpet* was upregulated, and no other genes had significant expression changes (Fig. 8B). At Day 20, all genes examined except *smooth* were significantly upregulated (Fig. 8C). At Day 30, *rumi* and *Notch* became downregulated (Fig. 8D). At Day 50, *misfire* became downregulated as well (Fig. 8E). PCR on cDNA was performed to look for potential splicing changes in *smooth* (exons 2–5), *draper* (exons 8–12), *Serrate* (exons 2–14), *Notch* (exons 6–8), and *rumi* (exons 1–2). PCRs confirmed *smooth* knockdown, but no splicing changes were observed between the evaluated exons (data not shown). Due to insufficient quantities of RNA obtained from the flies, nanopore long‐read transcriptome sequencing (RNAseq) could not be performed from these samples to evaluate other potential regulation or splicing changes.

**Fig. 8:**
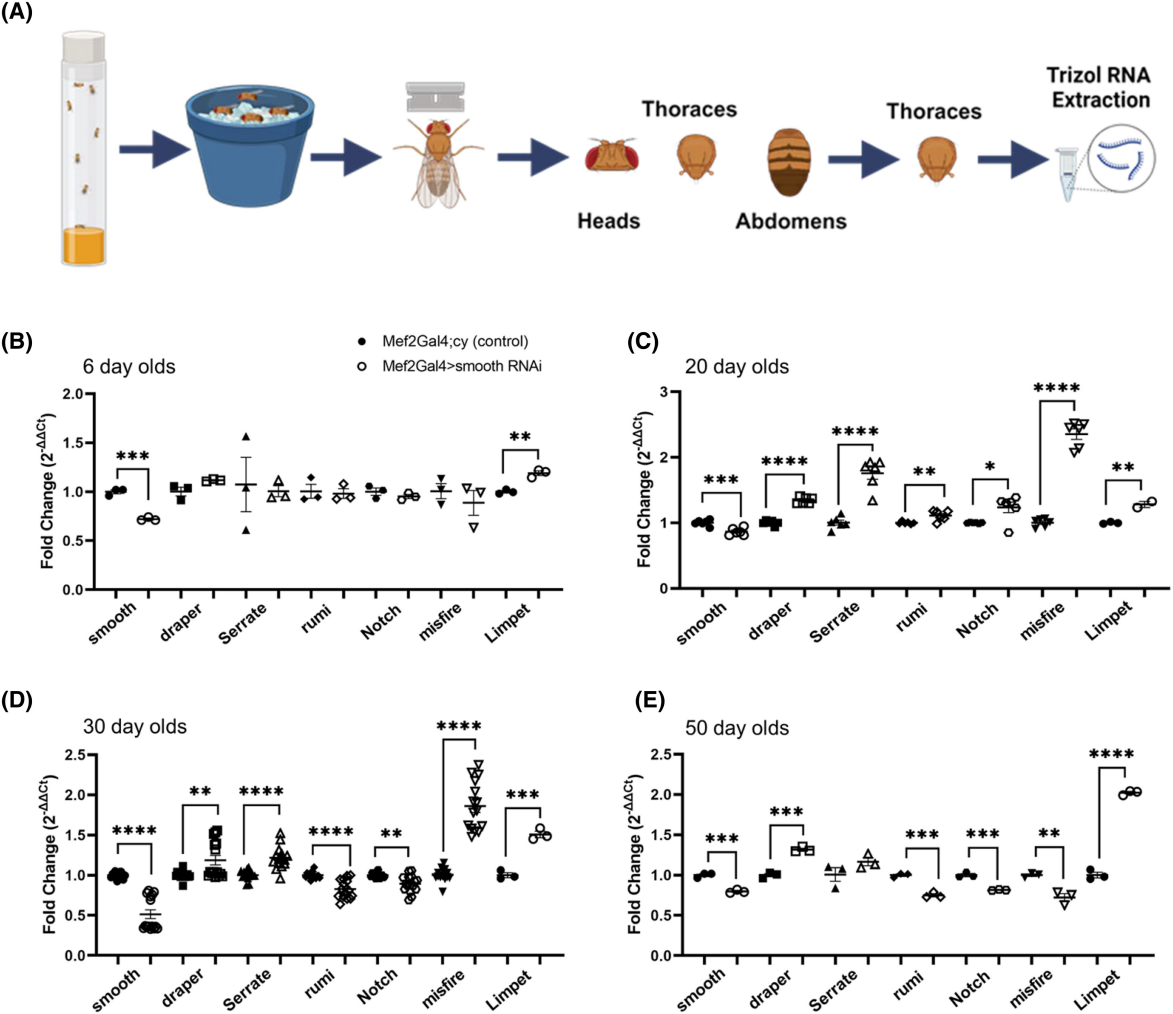
qPCR from *Drosophila* RNA. (A) Schematic showing RNA isolation from thoraces of Mef2Gal4 > *smooth* RNAi knockdown male *Drosophila* and corresponding Mef4Gal4;Cy driver control sibling *Drosophila*, and the qPCR results at ages (B) six, (C) 20, (D) 30, and (E) 50 days old. Transcript levels were normalized to *ACT5C* using the ΔΔ*C*_t_ method. Pooled fly samples are represented by technical replicates. Day 6 had three technical replicates per probe. Day 20 had six technical replicates per probe, except for *Limpet* which only had three technical replicates, and one *smooth* RNAi replicate was removed for being an outlier. Day 30 had 15 technical replicates per probe, across two different batches of flies. Day 50 had three technical replicates per probe. Unpaired *T*‐tests were used for significance between control and *smooth* RNAi flies at each age point: *P < 0.05, **P < 0.01, **P < 0.001, and ****P < 0.0001. Error bars show standard error of the mean (SEM).

## Discussion

HnRNP L is known to be important for muscle development [26, 27, 31], yet the range of its interactions with genes that underlie muscle function remains to be fully defined. Here, we demonstrate dysregulation of important signaling pathway genes and muscle function genes in the context of *Hnrnpl* knockdown, most notably at the myotube stage, as assessed using the Notch plate array. In addition, several muscle genes displayed altered splicing patterns at the myoblast stage.

*Hnrnpl* knockdown results in significant downregulation of *Mbnl2* and upregulation of *Mbnl1*, two splicing factors that are linked to myotonic dystrophy type 1 (DM1). MBNL1 and MBNL2 are both required for late myogenic maturation in human skeletal muscle cells, and knockout of either *Mbnl1* or *Mbnl2* in mice serves as a model for myotonic dystrophy [47, 48, 49]. In addition, hnRNP L and MBNL1 are reported to be binding partners [31]. Loss of *Mbnl2* was previously demonstrated to increase aberrant splicing [73]. Downregulation of *Mbnl2* likely exacerbates *Hnrnpl* knockdown‐mediated aberrant gene splicing and may thus contribute to the defects observed in *Hnrnpl* deficient C2C12 cells. *Mbnl2* compensates for *Mbnl1* deficiency, but it is unclear whether the converse is true [49, 74]. *Mbnl1* overexpression rescues the phenotype of human DM1 skeletal muscle stem cells [75]. Further studies could determine whether *Mbnl1* upregulation is a response to *Hnrnpl* deficiency or a compensatory mechanism to *Mbnl2* deficiency. Additionally, further studies could evaluate if other splicing changes found in the *Hnrnpl* knockdown condition are directly caused by the change in *Hnrnpl* expression levels or if the splicing changes are caused by other splicing factors affected by hnRNP L deficiency, such as Mbnl1 and Mbnl2.

The most downregulated gene in the *Hnnrpl* knockdown condition was *Stmn2*. *Stmn2* is an important regulator of motor and sensory neuron growth and repair. Deficiency of *Stmn2* in mice leads to motor deficits with denervation of the neuromuscular junctions [76, 77]. Previous work has found that overexpression of hnRNP L increases *Stmn2* expression levels [78]. Taken together, these findings suggest that *Hnrnp*l and *Stmn2* expression are correlated, and that knockdown of *Hnrnpl* affects *Stmn2‐*mediated function. Notably, the pathway enrichment results of the deseq2 analysis shows downregulation of genes involved in neuron projection development (*Ankrd1*, *Cfl1*, *Dpysl3*, *Fxn*, *H2‐K1*, *Hspb1*, *Map2k1*, *Marcks*, *Nefl*, *Obsl1*, *Rpl4*, *Serpinf1*, *Sgk1*, *Stmn2*, *Tlx2*, and *Tubb2b*) and regulation of dendrite morphogenesis (*Marcks*, *Obsl1*, *Sgk1*, and *Tlx2*). Additionally, individuals affected by DM1 often have central nervous system complications, and dendrite abnormalities have been noted in *Mbnl2* knockout mice [79]. 

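All of the 16 genes named for neuron projection development were called lower by edgeR. *Stmn2* had the largest fold, as given with the counts above. Among the other 15, *Obsl1* (-1.67), *Tubb2b* (-1.65) and *Tlx2* (-1.51) fell most and *Cfl1* (-0.53) least in log2 fold change. *Tubb2b* lies on chromosome 13, whose median was 0.24, and fell by 1.65 on the log2 scale (adjusted p = 7.47e-05 from edgeR). *Cfl1* was under 0.05 at an adjusted p of 0.0391 from edgeR, and lost its call with the replicate block (adjusted p = 0.075). In its 15 alternatives the adjusted p lay between 7.13e-05 and 0.343. *Cfl1* lies on chromosome 19 (median -0.23), *Map2k1* and *Rpl4* on chromosome 9 (-0.37) and *Nefl* on chromosome 14 (-0.36). These 4 genes were no longer called once the chromosome medians were removed, and the remaining 12 were. Without scrambled 2, the log2 fold change of *Nefl* went from -1.04 to -0.66. From the fall of *Stmn2* and from published overexpression of hnRNP L, the paper proposes that *Hnrnpl* and *Stmn2* expression are linked and that the knockdown affects *Stmn2*-mediated function.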

Follow‐up studies *in vivo* may probe the potential effect of *Hnrnpl* deficiency on muscle innervation.

*Lamp2* was differentially spliced between *Hnrnpl* knockdown and scrambled control cells, with transcript variant 1 being downregulated and transcript variant 2 being upregulated. The protein product of *LAMP2A* (the human ortholog of mouse *Lamp2* transcript variant 1) serves as a receptor and a protein channel on lysosomes for chaperone‐mediated autophagy (CMA), a highly selective form of autophagy that imports cytosolic proteins bearing a KFERQ‐like motif to lysosomes for degradation. Blockage of LAMP2A inhibits CMA. CMA dysfunction has been linked to cardiovascular diseases, aging, neurodegenerative diseases, cancer, and metabolic syndrome. LAMP2A is expressed in multiple tissues and organs, including at low levels in skeletal muscle; LAMP2B is highly expressed in skeletal muscle, cardiac muscle, and brain [80]. The protein product of *LAMP2B* (the human ortholog of mouse *Lamp2* transcript variant 2) promotes autophagic fusion, which targets cargo for degradation in the endosome or lysosome. This is important for the removal of unhealthy mitochondria [81]. Thus, increased *Lamp2* variant 2 levels may reflect an accumulation of defective mitochondria.

The enriched pathways of differentially expressed genes indicate that *Hnrnpl* knockdown C2C12 cells experience increased apoptosis. This agrees with previous work indicating that *HNRNPL* knockdown in human primary myotubes resulted in increased caspase‐3 induced apoptosis, approximately 165‐fold more so than the control myotubes [31]. Knockdown of *HNRNPL* in human prostate cancer cell lines also increased apoptosis [82]. While we did not see reduced numbers of *Hnrnpl* knockdown cells in our proliferation assay, we hypothesize that apoptotic signals will be more consequential during differentiation. Notably, we previously found no change in myoblast proliferation and increased myotube apoptosis when *HNRNPL* is knocked down [31].

The enriched pathways also indicated that *Hnrnpl* knockdown cells were experiencing oxidative stress. The most common cause of oxidative stress in cells is aberrant mitochondrial respiration/ mitochondrial damage [83]. This, along with the increase in *Lamp2* transcript variant 2, suggests that *Hnrnpl* deficiency may be linked to mitochondrial dysfunction; however, caspase‐3 is activated by both intrinsic and extrinsic death pathways in apoptosis [84], so we cannot conclude with certainty that mitochondrial dysfunction is the cause of the oxidative stress and increased apoptosis in the *Hnrnpl* knockdown condition without further validation. Although oxidative stress is known to increase CMA through transcriptional upregulation of *LAMP2A* [85], we observed diminished expression of *Lamp2* transcript variant 1. *Lamp2* splicing patterns may be downstream of *Hnrnpl* expression rather than oxidative stress, and *Hnrnpl* and *Lamp2* transcript variant 1 expression levels could potentially be directly correlated. The downregulation of *Lamp2* transcript variant 1 would likely lead to a reduction in CMA. Reduced CMA, which is linked to neurodegeneration [86], might also support the hypothesis that muscle denervation may be correlated with *Hnrnpl* deficiency. The increased expression of *Lamp2* transcript variant 2 may induce excess autophagic fusion and removal of mitochondria, leading in turn to cellular distress. Future studies may further probe this possibility.

*Fhl1* is a known muscular dystrophy gene which was downregulated on deseq2 analysis in the setting of *Hnrnpl* knockdown. KyoT1, also known as FHL1A in humans, is the predominant isoform of FHL1, localizing to the I‐band of mature skeletal muscle and regulating sarcomere assembly [87]. Numerous pathogenic variants in *FHL1* specifically affect the FHL1A isoform [88]. KyoT2 and KyoT3 both localize within the nucleus and contain an RBP‐J‐binding motif. These two isoforms bind to RBP‐J and are potent inhibitors of Notch signaling; it is postulated that KyoT2, and potentially KyoT3, promote muscle differentiation by blocking the inhibitory effect that Notch has on myogenesis [62, 89, 90]. Downregulation of these isoforms could contribute to decreased myogenesis through lack of Notch signaling inhibition. KyoT3 binds to and inhibits pro‐apoptotic proteins in muscle cells, protecting them from apoptosis [91]. The decreased abundance of KyoT3 could have contributed to increased apoptotic signaling in our *Hnrnpl* knockdown cells.

*Dtna* underwent differential splicing in the setting of *Hnrnpl* knockdown, with transcript variant 3/X35 being downregulated and transcript variant X39 being upregulated. The human gene *DTNA* has 21 coding exons that encode three major isoforms: α‐DB1, α‐DB2, and α‐DB3, ending at exon 21, exon 17B, and exon 11B respectively. Three variable regions are subject to alternative splicing within the major isoforms. Alternative splicing of *DTNA* variable region 2 is dysregulated in the muscles of individuals with myotonic dystrophy [92, 93]. In mouse, transcript variant 3 and predicted transcript variant X35 both encode α‐DB1. Predicted transcript variant X39 encodes α‐DB3.

Our data show a downregulation of transcripts encoding *Dtna* isoform α‐DB1 and an upregulation of transcripts encoding *Dtna* isoform α‐DB3. α‐DB1 and α‐DB3 are both expressed early in the development of C2C12 cells. α‐DB1 is expressed predominantly in skeletal muscle and the heart at the neuromuscular junction, and binds utrophin, dystrophin, and syntrophin. α‐DB1 is a key regulator of synaptic maturation. α‐DB3 is predominantly expressed in skeletal muscle, but this shorter isoform lacks a dystrophin binding region. Although it lacks this binding region, α‐DB3 partially rescues *Dtna* knockout and becomes integrated into the dystrophin‐glycoprotein complex [94, 95, 96, 97]. Downregulation of α‐DB1 may also contribute to the denervation of the muscle, similar to downregulation of *Lamp2* transcript variant 1 and *Stmn2*. The upregulation of transcripts encoding α‐DB3 may partially compensate for loss of α‐DB1; additional studies would be needed to confirm this.

The *Drosophila* data confirmed that many genes within the same pathways are dysregulated in the setting of *smooth* and *Hnrnpl* knockdown. However, some genes display divergent dysregulation. For example, *Limpet* was consistently upregulated in *smooth* knockdown flies, while the ortholog *Fhl1/KyoT* was downregulated in *Hnrnpl* knockdown C2C12 myoblasts. Limpet is the closest fly ortholog to KyoT2 as they share a similar LIM domain; however, in contrast to KyoT2 in mammalian cells, Limpet does not appear to act as a Notch repressor in invertebrates. Mechanisms of Notch repression are present in both vertebrates and higher arthropods; however, they may recruit different partners [98]. Knockout of *Limpet* leads to a cardiac phenotype, and this factor is a repressor of Wnt signaling in muscle rather than Notch signaling [99, 100], although cross‐talk between these pathways is known [101, 102]. Wnt signaling is essential for myogenesis [103, 104], so increased expression of *Limpet* may affect muscle development. *Serrate* was also consistently upregulated in the flies, while its homologs *Jag1* and *Jag2* were both downregulated in the C2C12 cells. *Serrate* is a Notch ligand that either activates Notch (via a trans effect from adjacent cells) or inhibits Notch (via a cell‐autonomous/cis effect) [105, 106]. Further studies could investigate whether *Serrate* is upregulated on cells expressing Notch or upregulated on cells lacking Notch.

Our findings suggest that hnRNP L contributes to the regulation of Notch signaling and myoblast differentiation, with the latter corresponding to results from prior studies [26, 27]. Of note, hnRNP I, which shares significant homology with hnRNP L, is a known Notch inhibitor [107] and can partner with hnRNP L [108]. Notch signaling diminishes as myoblasts differentiate, but excessive augmentation or suppression of Notch signaling disrupts the complex processes involved [109]. Our findings of impaired mouse myoblast differentiation in the setting of *Hnrnpl* knockdown and impaired late *Drosophila* myogenesis in the setting of *smooth* inhibition align with our prior work in *HNRNPL* knockdown human myoblasts [31]. We found that *Hnrnpl* knockdown is associated with downregulation of the Notch co‐repressor KyoT2, yet we also observed that several Notch genes were downregulated, including transcriptional repressor *Hey1*, which inhibits myogenesis. Despite this, downregulation of *Hey1* in isolation does not stimulate myogenesis, as other Notch signaling components inhibit this process [110]. Binding sites for hnRNP L have been noted on the mRNA of *JAG2* [2], which encodes a canonical Notch ligand and muscular dystrophy gene. The selective downregulation of *Jag2* in the myoblast stage but not in the myotube stage in our studies of *Hnrnpl* knockdown is an indication of the delicate temporal regulation of Notch signaling during myogenesis.

In B cells, hnRNP L contributes to the transition from a resting to activated state. Downregulation of *Hnrnpl* in B cells leads to mitochondrial dysfunction, accumulation of reactive oxygen species (ROS), and increased apoptosis [111]. We found similar consequences of *Hnrnpl* downregulation in myoblasts (Fig. 9).

**Fig. 9:**
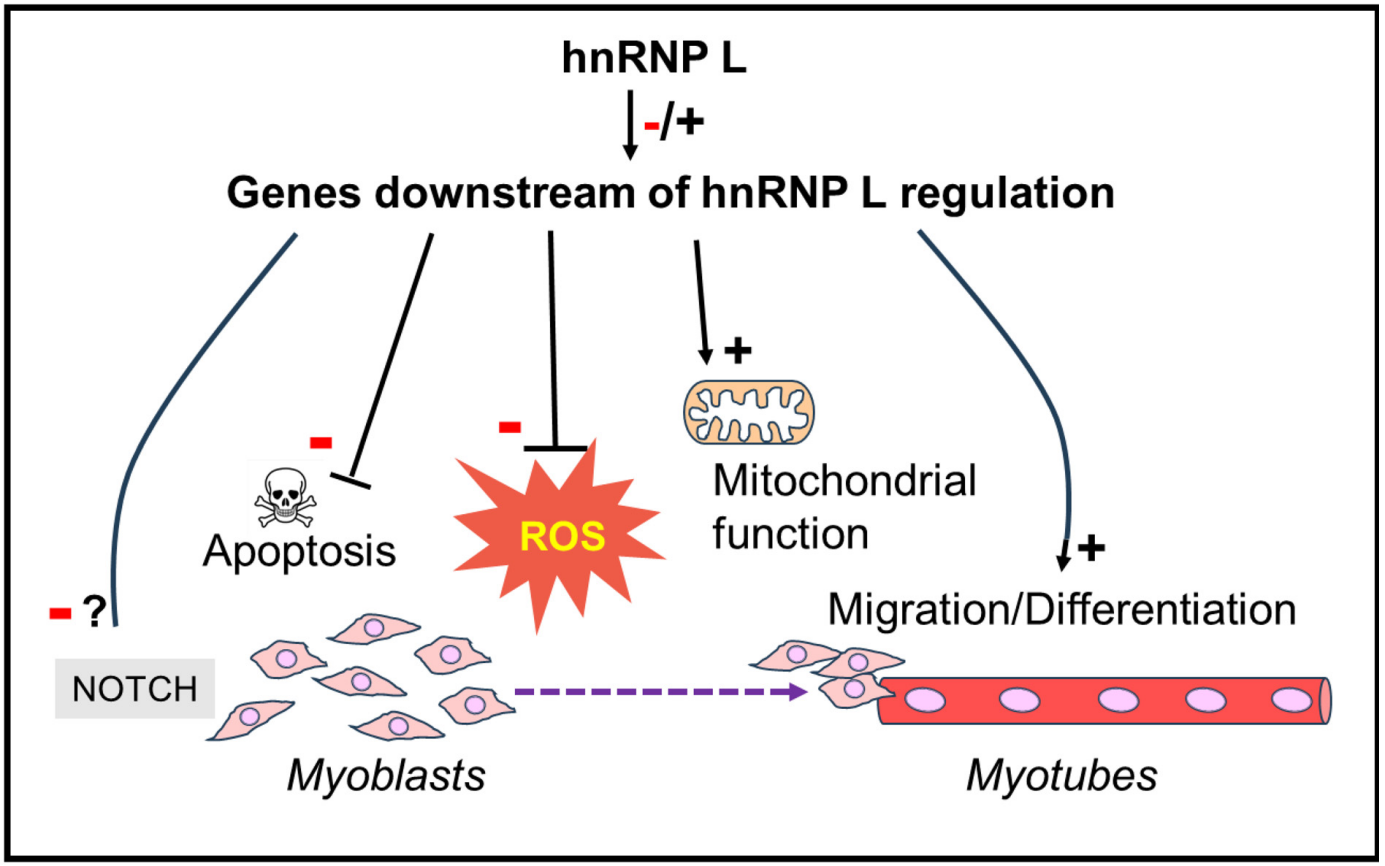
Diagram illustrating the regulatory contributions of hnRNP L to myogenesis.

Our comparison of the nanopore RNAseq data with PCR and qPCR analyses provides a window into the capabilities of nanopore RNAseq to detect changes in splicing patterns. Our nanopore data analyses correlated well with PCR and/or qPCR data for *Lamp2*, *Tpm1*, and *Fhl1*, while our nanopore data analyses did not detect the splice differences for *Dtna*. The read depth of the nanopore RNAseq was notably lower for *Dtna* than for the other genes that we examined in depth, which provides an opportunity to take a preliminary look at what read depth might be needed to detect transcript variants of particular frequencies. The comparison of splicing changes identified by bioinformatic analyses versus visual inspection suggests that a minimum nanopore read depth of 10 is necessary to routinely identify differential splicing patterns that consistently vary by more than 10% to 20% across replicates. Future studies could include comparisons of nanopore reads with validation by PCR and/or qPCR for additional genes for a more comprehensive determination of the read depths needed to detect specific isoform frequencies.

A technical limitation of our study is the tendency of nanopore RNAseq to favor the 3′ end of the gene, rather than the whole transcript, reducing our ability to detect splicing changes that occur toward the 5′ end of the gene and reducing the proportion of reads that could be assigned to specific transcript variants. This issue has been reported previously [112]. Our choice of direct RNA sequencing, a PCR‐free method, is beneficial because no PCR bias is introduced, but it limited our ability to detect transcripts with low expression levels such as many of the Notch genes. A new nanopore RNA‐004 kit promises to improve transcriptome‐wide coverage and transcript variant identification, but it was not available when we conducted the sequencing experiments for the current study.

We were only able to generate two replicates of nanopore RNAseq for each group, but we countered this limitation by using the deseq2, isoformswitchanalyzer, and dexseq analytic tools, which yielded statistically significant calculations and by analyzing at least three independent replicates for our PCR and qPCR studies. Comparisons of fold changes of the Notch plate array genes between deseq2 and qPCR showed a moderate positive correlation (Fig. S2); even though the majority of the changes in gene expression were not significant in deseq2, the fold changes were still similar to what was seen in qPCR. While deseq2 predictions can be inaccurate when the adjusted *P*‐value is above the 0.05 cut off (Table 1), deseq2 estimated most fold changes with reasonable accuracy even with low replicates and low coverage (Fig. S2).

Due to insufficient quantities of escaper flies, we were unable to perform nanopore long read whole transcriptome sequencing or assess potential splicing changes in this model. Defining the downstream mechanistic effects of individual transcriptome changes on developing muscle cells and flies would be of great interest, but those experiments are beyond the scope of the current study.

We conclude that the splicing factor hnRNP L is critical for muscle development, potentially due to downstream alterations in expression levels and splicing patterns of the genes studied here. Our work indicates that hnRNP L may play a role in the mechanisms of several inherited muscle diseases. Future studies could examine the precise splice alterations leading to nonsense mediated decay, as well as downstream effects on protein isoforms and cellular functions. In addition, it might be of interest to investigate whether enhancing hnRNP L expression may provide a potential therapeutic strategy for muscle disease.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

HRL, MG, and PBK designed the experiments, analyzed the data, and wrote the manuscript with input and editing from ALD, CAP, CCB, and ID. C2C12 knockdown cells were generated by MG with the help of NMW, where MG performed experiments and analyzed the data. JT assisted MG with PCR analysis of C2C12 RNA. HRL performed RNAseq and subsequent computational and molecular analysis on the C2C12 RNA. ID developed the knockdown flies and tested varying drivers, and ALD performed *Drosophila* gene expression analysis. All authors reviewed a draft of the manuscript and provided input.

## Supporting information

**Fig. S1.** Cell counts from the proliferation assay on Hnrnpl knockdown cells.
**Fig. S2.** Linear regression of fold changes found from the Notch plate array genes when comparing the qPCR fold changes found in myoblasts on the *X* axis and the fold changes found by deseq2 from the nanopore RNA sequencing of myoblasts on the *Y* axis.

**Table S1.** qPCR probes used for relative gene expression assays.
**Table S2.** PCR primers used on C2C12 cDNA to confirm splicing changes.
**Table S3.** Full Notch plate array qPCR results, with a comparison to the deseq2 results of the same genes using the Wald test and local fit.
**Table S4.** Results of Nanopore RNA sequencing.
**Table S5.** Number of significant genes found by deseq2 using different analysis parameters.
**Table S6.** Significant deseq2 results of Wald test, parametric fit.
**Table S7.** Significant deseq2 results of Wald test, local fit.
**Table S8.** Significant deseq2 results of LRT, parametric fit.
**Table S9.** Significant deseq2 results of LRT, local fit.
**Table S10.** Comparison of significant deseq2 results across analytical methods.
**Table S11.** deseq2 results of all the hnRNP genes using the Wald test and local fit.
**Table S12.** Significant IsoformSwitchAnalyzeR results.
**Table S13.** Significant DEXseq results.
**Table S14.** Comparison of significant IsoformSwitchAnalyzeR results and significant DEXseq results.
**Table S15.** Nanopore coverage of genes with splicing changes found.
**Table S16.** DEXseq results of *Fhl1*.
**Table S17.** IsoformSwitchAnalyzeR and DEXseq results of *Dtna*.

**Data S1.** R scripts used for nanopore RNAseq analysis

## Data Availability

The RNAseq data that support the findings of this study are available in NCBI Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302000, reference number GSE302000. See the Supporting Information section regarding Supplementary Materials.

# Supplementary material for: The impact of Hnrnpl deficiency on transcriptional patterns of developing muscle cells
**Source:** FEBS Open Bio. 2025 Sep 13;16(1):178–98. doi: 10.1002/2211-5463.70117
**Supplement:** Supplementary file 1 — Fig. S1. Cell counts from the proliferation assay on Hnrnpl knockdown cells. Fig. S2. Linear regression of fold changes found from the Notch plate array genes when comparing the qPCR fold changes found in myoblasts on the X axis and the fold changes found by deseq2 from the nanopore RNA sequencing of myoblasts on the Y axis.

**Figure S1**. Cell counts from the proliferation assay on Hnrnpl knockdown cells. 5000 C2C12 myoblasts were seeded on day 0. The cells were stained with trypan blue using a 1:1 dilution on days 1, 2, and 3, and then counted using a hemocytometer. Results are from N=2 replicates. Unpaired t-tests were used for significance, but no significance was found. Error bars show standard error of the mean (SEM).

**Figure S2**. Linear regression of fold changes found from the Notch plate array genes when comparing the qPCR fold changes found in myoblasts on the X axis and the fold changes found by DESeq2 from the nanopore RNA sequencing of myoblasts on the Y axis. Each dot represents a gene from the Notch plate array, found in Table S3. 69 total genes are plotted. The following genes were removed due to having either undetermined qPCR fold changes, and/or a baseMean of 0 in DESeq2: *Dll4*, *Dtx1*, *Cdkn2a*, *Il1b*, *Il6*, *Gbp2*, *Gli1*, *Hoxb4*, *Tnfa* (*Tnf*), *Ifng*, *Il17b*, *Il2ra*, *Mfng*, *Mmp7*, *Notch1*, *Notch4*, *Pax5*, *Ptcra*, *Shh*, *Myog*, *Myh2*, *Stat6*, *Dll3*, *Pax3*, *Pax7*, and *Myod1*. The gene *Fosl1* was also removed for being an outlier in its qPCR data. The Pearson r= 0.5215, with a 95% confidence interval from 0.3249 to 0.6749. The two tailed p-value was <0.0001.

# Supplementary material for: The impact of Hnrnpl deficiency on transcriptional patterns of developing muscle cells
**Source:** FEBS Open Bio. 2025 Sep 13;16(1):178–98. doi: 10.1002/2211-5463.70117
**Supplement:** Supplementary file 3 — Data S1. R scripts used for nanopore RNAseq analysis

```

#DESeq2 script #####
#set working directory to where the htseq count files are; htseq performed on .bam file
mapped to mm39 using splice-aware minimap2
setwd("/home/pkang/shared/nanoporeData/Deseq2-opt/Hnrnpl/")

#BiocManager::install("DESeq2") #only install the first time
library(DESeq2)
library(ggplot2)
Sample_names <- data.frame("Scrambled control 1", "Scrambled control 2", "Hnrnpl
knockdown 1", "Hnrnpl knockdown 2")
Count_files <- c("HNRNPL_scrambled_RNA_20220822.ens_count", "HNRNPL-scr-
RNA2_20221005.ens_count", "HNRNPL_knockdown_RNA_20220822.ens_count", "HNRNPL-kd-
RNA2_20221005.ens_count")
Condition <- c("Scrambled control", "Scrambled control", "Hnrnpl knockdown", "Hnrnpl
knockdown")

deseqcols <- rbind(Sample_names, Count_files, Condition)
sampleTable <- as.data.frame(t(deseqcols))
colnames(sampleTable) <- c("Sample name", "Count file name", "Condition")

#put into table for DESeq2 to use, can input using the count file names if you're in the correct
directory
Deseq2datatable <- DESeqDataSetFromHTSeqCount(sampleTable, directory = ".", design = ~
Condition, ignoreRank = FALSE)

#####
#trying different statistical tests and fit types; start with default (wald test, parametric fit)
dds_wp <- DESeq(Deseq2datatable) #default design, test = Wald, fitType = parametric
res_wp <- results(dds_wp, contrast = c("Condition", "Hnrnpl knockdown", "Scrambled control"),
alpha = 0.05)
write.csv(res_wp, file = "deseq2_results_all-genes-Hnrnpl-Wald-parametric-alpha0.05-
final.csv")
sigs_wp <- na.omit(res_wp)
sigs_wp <- sigs_wp[sigs_wp$padj < 0.05,] #filters out the genes with a p-value less than 0.05
df_wp <- as.data.frame(sigs_wp) #119 genes
write.csv(sigs_wp, file = "deseq2_results_sig-genes-Hnrnpl_Wald-parametric-alpha0.05.csv")
df_wp.top <- df_wp[ (df_wp$baseMean > 10) & (abs(df_wp$log2FoldChange) > 0.5),] #115
genes
df_wp.top <- df_wp.top[order(df_wp.top$log2FoldChange, decreasing = TRUE),]
write.csv(df_wp.top, file = "deseq2_results_Hnrnpl-wald-parametric-p0.05-filtered.csv")

#Wald test local fit
dds_wl <- DESeq(Deseq2datatable, fitType = c("local")) #must specify local, default is
parametric, local gets more genes

```

```

res_wl <- results(dds_wl, contrast = c("Condition", "Hnrrnpl knockdown", "Scrambled control"),
alpha = 0.05)
write.csv(res_wl, file = "deseq2_results_all-genes-Hnrrnpl-Wald-local-alpha0.05-final.csv")
sigs_wl <- na.omit(res_wl)
sigs_wl <- sigs_wl[sigs_wl$padj < 0.05,] #filters out the genes with a p-value less than 0.05
df_wl <- as.data.frame(sigs_wl) #237 genes
write.csv(sigs_wl, file = "deseq2_results_sig-genes-Hnrrnpl_Wald-local-alpha0.05.csv")
df_wl.top <- df_wl[(df_wl$baseMean > 10) & (abs(df_wl$log2FoldChange) > 0.5),] #228 genes
df_wl.top <- df_wl.top[order(df_wl.top$log2FoldChange, decreasing = TRUE),]
write.csv(df_wl.top, file = "deseq2_results_Hnrrnpl-wald-parametric-p0.05-filtered.csv")

```

#LRT, parametric fit

```

dds_lp <- DESeq(Deseq2datatable, test = c("LRT"), fitType = c("parametric"), full =
design(Deseq2datatable), reduced = ~1)
res_lp <- results(dds_lp, contrast = c("Condition", "Hnrrnpl knockdown", "Scrambled control"),
alpha = 0.05, test = c("LRT"))
write.csv(res_lp, file = "deseq2_results_all-genes-Hnrrnpl-LRT-parametric-alpha0.05-final.csv")
sigs_lp <- na.omit(res_lp)
sigs_lp <- sigs_lp[sigs_lp$padj < 0.05,] #filters out the genes with a p-value less than 0.05
df_lp <- as.data.frame(sigs_lp) #117 genes
write.csv(sigs_lp, file = "deseq2_results_sig-genes-Hnrrnpl_LRT-parametric-alpha0.05.csv")
df.top_lp <- df_lp[(df_lp$baseMean > 10) & (abs(df_lp$log2FoldChange) > 0.5),] #112 genes
df.top_lp <- df.top_lp[order(df.top_lp$log2FoldChange, decreasing = TRUE),]
write.csv(df_lp.top, file = "deseq2_results_Hnrrnpl-wald-parametric-p0.05-filtered.csv")

```

#LRT, local fit

```

dds_ll <- DESeq(Deseq2datatable, test = c("LRT"), fitType = c("local"), full =
design(Deseq2datatable), reduced = ~1)
res_ll <- results(dds_ll, contrast = c("Condition", "Hnrrnpl knockdown", "Scrambled control"),
alpha = 0.05, test = c("LRT"))
write.csv(res_ll, file = "deseq2_results_all-genes-Hnrrnpl-LRT-parametric-alpha0.05-final.csv")
sigs_ll <- na.omit(res_ll)
sigs_ll <- sigs_ll[sigs_ll$padj < 0.05,] #filters out the genes with a p-value less than 0.05
df_ll <- as.data.frame(sigs_ll) #237 genes
write.csv(sigs_ll, file = "deseq2_results_sig-genes-Hnrrnpl_LRT-parametric-alpha0.05.csv")
df.top_ll <- df_ll[(df_ll$baseMean > 10) & (abs(df_ll$log2FoldChange) > 0.5),] #222 genes
df.top_ll <- df.top_ll[order(df.top_ll$log2FoldChange, decreasing = TRUE),]
write.csv(df_ll.top, file = "deseq2_results_Hnrrnpl-wald-parametric-p0.05-filtered.csv")

```

#continuing with Wald test, local fit

#graphs

```

r_normalized_data <- rlog(Deseq2datatable, blind = TRUE, fitType = "local") #specify local
instead of parametric, better fit, more similar within groups
plotPCA(r_normalized_data, intgroup = "Condition", ntop = 500, returnData = FALSE)

```

```

#volcano plot
# https://biostatsquid.com/volcano-plots-r-tutorial/
library(tidyverse)
library(RColorBrewer)
library(ggrepel)

fulldata <- na.omit(res_wl) #remove all genes without p-adjusted values
fulldata <- as.data.frame(fulldata) #8507 detected genes

# Add a column to the data frame to specify if they are UP- or DOWN- regulated
fulldata$diffexpressed <- "NO"
fulldata$diffexpressed[fulldata$log2FoldChange > 0.5 & fulldata$padj < 0.05] <- "UP"
fulldata$diffexpressed[fulldata$log2FoldChange < -0.5 & fulldata$padj < 0.05] <- "DOWN"
mytitle <- expression(paste("Differentially expressed genes in ", italic("Hnnp1"), " knockdown
cells"))

ggplot(data = fulldata, aes(x = log2FoldChange, y = -log10(padj), col = diffexpressed)) +
  geom_vline(xintercept = c(-0.5, 0.5), col = "gray", linetype = 'dashed') +
  geom_hline(yintercept = -log10(0.05), col = "gray", linetype = 'dashed') + #should be 0.055
  instead, if that's the p-value cut off I use
  geom_point(size = 2) +
  scale_color_manual(values = c("#bb0c00", "grey", "#00AFBB"), # to set the colours of our
  variable
  labels = c("Downregulated", "Not significant", "Upregulated")) + # to set the labels
  in case we want to overwrite the categories from the dataframe (UP, DOWN, NO)
  labs(color = 'Expression', #legend_title,
  x = expression("log"[2]*"FC"), y = expression("-log"[10]*"adjusted p-value")) +
  ggtitle(mytitle) # Plot title

#heat map
#tutorial here:
https://github.com/mousepixels/sanbomics_scripts/blob/main/tutorial_complex_Heatmap.Rm
d
#youtube: https://www.youtube.com/watch?v=ht1r34-ifVI
rlog_out <- rlog(dds_wl, blind=FALSE) #get normalized count data from dds object
mat<-assay(rlog_out)[rownames(df_wl.top), sampleTable$`Sample name`] #sig genes x
samples; #this has the rlog value of the gene expression for the individual samples
base_mean <- rowMeans(mat)
mat.scaled <- t(apply(mat, 1, scale)) #center and scale each column (Z-score) then transpose
colnames(mat.scaled)<-colnames(mat)

#next commands keep top and bottom 15 genes
num_keep <- 15

```

```

rows_keep <- c(seq(1:num_keep), seq((nrow(mat.scaled)-num_keep+1), nrow(mat.scaled)) )
l2_val <- as.matrix(df_wl.top[rows_keep,]$log2FoldChange) #getting log2 value for each gene
we are keeping
mean <- as.matrix(df_wl.top[rows_keep,]$baseMean) #getting mean value for each gene we
are keeping

```

```

colnames(l2_val)<-"log2FC"
colnames(mean)<-"AveExpr"

```

```

#name for rows; need to manually input these
top15 <- c("Mgl2", "Platr3", "Ptn", "Fgf7", "Sh2d1b1", "Cavin2", "Igsf11", "Crybg1", "Lgr6",
"Podnl1", "Sema3a", "Ephx1", "Pparg", "Rin2", "Id2",
"Cdh15", "Gpx3", "Mcam", "Tubb3", "Fhl1", "Sox11", "Wnt7b", "Sulf2", "Socs2", "Ildr2",
"Pknx2", "Ptgis", "Mmp15", "Il11", "Stmn2")

```

```

#BiocManager::install("ComplexHeatmap") #only install this once

```

```

library(ComplexHeatmap)

```

```

library(RColorBrewer)

```

```

library(circlize)

```

```

#maps values between b/w/r for min and max l2 values

```

```

col_log2FC <- colorRamp2(c(min(l2_val),0, max(l2_val)), c("blue", "white", "red"))

```

```

#maps between 0% quantile, and 75% quantile of mean values --- 0, 25, 50, 75, 100

```

```

col_AveExpr <- colorRamp2(c(quantile(mean)[1], quantile(mean)[4]), c("white", "red"))

```

```

ha <- HeatmapAnnotation(summary = anno_summary(gp = gpar(fill = 2),
height = unit(2, "cm")))

```

```

h1 <- Heatmap(mat.scaled[rows_keep,], cluster_rows = F,
column_labels = colnames(mat.scaled), name="Z-score",
cluster_columns = T)

```

```

h2 <- Heatmap(l2_val, row_labels = top15,
cluster_rows = F, name="log2FC", top_annotation = ha, col = col_log2FC,
cell_fun = function(j, i, x, y, w, h, col) { # add text to each grid
grid.text(round(l2_val[i, j],2), x, y)
})

```

```

h3 <- Heatmap(mean, row_labels = top15,
cluster_rows = F, name = "AveExpr", col=col_AveExpr,
cell_fun = function(j, i, x, y, w, h, col) { # add text to each grid
grid.text(round(mean[i, j],2), x, y)
})

```

```

h<-h1+h2+h3

```

```

h

```

```
#IsoformSwitchAnalyzeR script #####  
#before starting R script:
```

```
#before doing minimap and nanocount, you need make a fasta reference file with only the  
gencode transcript_ids  
#first unzip the gencode fasta file (downloaded from https://www.gencodegenes.org/mouse/)  
using 'gunzip gencode.vM33.transcripts.fa.gz'  
#then perform the following command:  
#awk 'BEGIN {FS =OFS="|"} /^>/ {print $1 ; next }1' gencode.vM33.transcripts.fa >  
gencode_transcript_id.fa  
#this kept only the first field, which was the gencode transcript ID, and kept the sequence  
#then do minimap using this as the reference (minimap to transcriptome, don't do splice aware  
to genome), and do nanocount on the resulting .bam file  
#minimap2 -t 4 -ax map-ont -N 10 gencode_transcript_id.fa reads.fastq | samtools view -bh >  
aligned_reads.bam  
#NanoCount -i aligned_reads_sorted.bam -b output/aligned_reads_selected.bam --  
extra_tx_info -o output/tx_counts.tsv  
#then read in the .tsv files from nanocount into R and use following script
```

```
#set working directory to where files are  
setwd("/home/pkang/shared/nanoporeData/Deseq2-opt/IsoformSwitchAnalyzeR_Hnrnp1")
```

```
counts_scr1 <- read.table(file = 'scrambled-RNA1-gencode.tsv', sep = '\t', header = TRUE)  
counts_scr2 <- read.table(file = 'scrambled-RNA2-gencode.tsv', sep = '\t', header = TRUE)  
counts_kd1 <- read.table(file = 'Hnrnp1-kd-RNA1-gencode.tsv', sep = '\t', header = TRUE)  
counts_kd2 <- read.table(file = 'Hnrnp1-kd-RNA2-gencode.tsv', sep = '\t', header = TRUE)
```

```
rownames(counts_scr1) <- counts_scr1[,1]  
rownames(counts_scr2) <- counts_scr2[,1]  
rownames(counts_kd1) <- counts_kd1[,1]  
rownames(counts_kd2) <- counts_kd2[,1]
```

```
#nanocount .tsv files are in order of estimated counts, not gene names  
#need to put the tables in the same order so they can be combined
```

```
transcript_order <- c(counts_scr1$transcript_name)  
ordered_scr2 <- counts_scr2[transcript_order , ]  
ordered_kd1 <- counts_kd1[transcript_order , ]  
ordered_kd2 <- counts_kd2[transcript_order , ]  
#all tables are in the row order of scrambled 1 now
```

```
est_counts <- cbind(counts_scr1$transcript_name, counts_scr1$est_count,  
ordered_scr2$est_count, ordered_kd1$est_count, ordered_kd2$est_count)
```

```
colnames(est_counts) <- c("isoform_id", "scr1", "scr2", "kd1", "kd2") #column must be named
isoform_id for it import data properly
write.csv(est_counts, file = "nanocount-estimated-counts-transcript-id.csv")
```

```
count_matrix <- read.csv("nanocount-estimated-counts-transcript-id.csv", header=T)
count_matrix=count_matrix[,-1] #gets rid of the extra column
```

```
myDesign <- data.frame(sampleID = c("scr1", "scr2", "kd1", "kd2"),condition =
c("scrambled_control", "scrambled_control", "Hnrrnl_knockdown", "Hnrrnl_knockdown"))
#sample ID must match the column names in the count matrix
```

```
comparisons <- data.frame(condition_1 = c("scrambled_control"), condition_2 =
c("Hnrrnl_knockdown")) #specify condition 1 as the baseline control
```

```
#if (!require("BiocManager", quietly = TRUE))
# install.packages("BiocManager")
#BiocManager::install("IsoformSwitchAnalyzeR")
```

```
library(IsoformSwitchAnalyzeR)
```

```
aSwitchList <- importRdata(
  isoformCountMatrix = count_matrix,
  designMatrix = myDesign,
  isoformExonAnnoation = "gencode.vM33.chr_patch_hapl_scaff.annotation.gtf", #download
and unzip from gencode
  isoformNtFasta = "gencode_transcript_id.fa",
  showProgress = FALSE,
  comparisonsToMake = comparisons
)
```

```
write.csv(aSwitchList$isoformFeatures, "ISA-all-results-final.csv")
```

```
SwitchListFiltered <- preFilter(
  switchAnalyzeRlist = aSwitchList,
  geneExpressionCutoff = 10, #10 to be consistent with DESeq2 and DEXseq
  isoformExpressionCutoff = 5, #will keep at 5 like Gleeson et al.
  removeSingleIsoformGenes = TRUE)
```

```
# tests for differential isoform usage
SwitchListAnalyzed <- isoformSwitchTestDEXSeq(
  switchAnalyzeRlist = SwitchListFiltered,
  reduceToSwitchingGenes=TRUE,
  reduceFurtherToGenesWithConsequencePotential = FALSE,
```

```
alpha = 0.05,  
dIFcutoff = 0.1,  
onlySigIsoforms = FALSE  
)
```

```
extractSwitchSummary(SwitchListAnalyzed)  
write.csv(SwitchListAnalyzed$IsoformFeatures, "differential_isoform_usage-final.csv")
```

```
#DEXSeq script #####  
#set working directory to where the files are; uses the .bam files from minimap2, using splice-  
aware mapping to mm39  
setwd("/home/pkang/shared/nanoporeData/Deseq2-opt/DEXseq_Hnrnpl")
```

```
#BiocManager::install(c("DEXSeq"))  
#BiocManager::install(c("GenomicFeatures"))
```

```
#help links:  
#https://bioconductor.org/packages/release/bioc/vignettes/DEXSeq/inst/doc/DEXSeq.html#1_  
Overview  
#DEXSeq manual:  
#https://bioconductor.org/packages/release/bioc/manuals/DEXSeq/man/DEXSeq.pdf
```

```
library(DEXSeq)  
library(GenomicFeatures)
```

```
txdb <- makeTxDbFromGFF("gencode.vM30.primary_assembly.annotation.gtf.gz",  
format="gtf")
```

```
flattenedAnnotation = exonicParts(txdb, linked.to.single.gene.only=TRUE)  
names(flattenedAnnotation) = sprintf("%s:E%0.3d", flattenedAnnotation$gene_id,  
flattenedAnnotation$exonic_part)
```

```
library(GenomicAlignments) #also loads Rsamtools with it
```

```
Scr1 <- BamFile("scrambled_RNA1.sorted.bam", index="scrambled_RNA1.sorted.bam.bai")  
Scr2 <- BamFile("scrambled_RNA2.sorted.bam", index="scrambled_RNA2.sorted.bam.bai")  
KD1 <- BamFile("Hnrnpl_kd_RNA1.sorted.bam", index="Hnrnpl_kd_RNA1.sorted.bam.bai")  
KD2 <- BamFile("Hnrnpl_kd_RNA2.sorted.bam", index="Hnrnpl_kd_RNA2.sorted.bam.bai")  
bamFiles <- c(Scr1, Scr2, KD1, KD2)  
bamFiles = BamFileList(bamFiles) #need to convert to the right form
```

```
#Must use Big Mem resources (32 cores - 500Gb), or this command will fail; takes a few  
minutes to complete
```

```

se <- summarizeOverlaps(flattenedAnnotation, bamFiles, singleEnd=TRUE, ignore.strand=TRUE,
inter.feature=FALSE)
colData(se)$sampleName = factor(c("Scrambled_1", "Scrambled_2", "Hnrrnpl_knockdown_1",
"Hnrrnpl_knockdown_2"))
colData(se)$condition = factor(c("scrambled_control", "scrambled_control",
"Hnrrnpl_knockdown", "Hnrrnpl_knockdown"))

dxd <- DEXSeqDataSetFromSE(se, design= ~ sample + exon + condition:exon) #default design

dxd = estimateSizeFactors(dxd)

dxd_loc = estimateDispersions(dxd, fitType = c("local")) #local was best fit for default design
plotDispEsts(dxd_loc)

dxd_loc = testForDEU(dxd_loc, fullModel = ~sample + exon + condition:exon, reducedModel =
~sample + exon, fitType = c("DESeq2"))
#default design, testing for differential exon usage

dxd_loc = estimateExonFoldChanges(dxd_loc, fitExpToVar="condition", denominator =
"scrambled_control")
dxr1 = DEXSeqResults(dxd_loc)

sigs <- na.omit(dxr1)
sigs #94975 rows and 13 columns
sigs_sav = as.data.frame(sigs)
sigs_sav <- apply(sigs_sav,2,as.character)
write.csv(sigs_sav, file = "DEXSeq-results-all-detected-exons.csv")

dxr1_0.05 <- sigs[sigs$padj < 0.05,]
dxr1_0.05 #275 rows and 13 columns
dxr1_0.05 = as.data.frame(dxr1_0.05)
dxr1_0.05 <- apply(dxr1_0.05,2,as.character)
write.csv(dxr1_0.05, file = "DEXSeq-results-padj0.05.csv")

#filtering
dxr_fil <- dxr1_0.05[ (dxr1_0.05$exonBaseMean > 10) &
(abs(dxr1_0.05$log2fold_Hnrrnpl_knockdown_scrambled_control) > 0.5),] #132 exons
dxr_fil <- dxr_fil[order(dxr_fil$log2fold_Hnrrnpl_knockdown_scrambled_control, decreasing =
TRUE),]
dxr_fil = as.data.frame(dxr_fil)
dxr_fil <- apply(dxr_fil,2,as.character)
write.csv(dxr_fil, file = "DEXseq-results-filtered.csv")

```

How the deposited data were processed for this re-analysis (not part of the article)

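Direct RNA reads of 4 libraries were used, 2 from C2C12 myoblasts with a scrambled shRNA and 2 from myoblasts with *Hnrnpl* shRNA. The authors basecalled the reads with guppy, mapped them to GRCm39 with minimap2 and counted them per gene with HTSeq, and the deposited files hold whole counts for 56748 gene IDs and the reads not assigned to a gene. The paper does not name the annotation release or the strand setting of the counting. Of the gene IDs, 56017 were found in the GENCODE vM39 annotation, which gave symbols and positions. The counts were used as deposited.

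The 4 libraries held 1387523 and 1676911 counted reads in scrambled 1 and 2 and 1374637 and 1229424 in knockdown 1 and 2. A count of 0 was given a limit of 3 counts. For bounds on folds, this limit was set on the summed reads of the libraries of a group. Intervals of counts are 95% Poisson intervals. These cover counting error only, and between libraries of a group the chi-square per gene was 2.63 for scrambled and 2.98 for knockdown, where counting error alone gives 1.

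Knockdown was compared with scrambled in edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. The 4 DESeq2 configurations of the authors (DESeq2 1.42.0) were run as alternatives. Sets of genes were tested with camera, at a preset correlation of 0.01 and with an estimated correlation, and with fry (limma 3.58.1). The sets were the Notch genes lowered on qPCR, protein-coding mitochondrially encoded genes and ribosomal protein genes. Correlations across genes were tested with 100000 permutations. Normalized counts are counts scaled by TMM to the mean library size.

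Replicate numbers pair the libraries by batch. The deviations of the libraries numbered 1 from their group means had a correlation of 0.0035 between scrambled and knockdown over 4501 genes, so the pairs shared little, and the replicate block was used as an alternative. Other alternatives were RLE and upper quartile factors, no filter, at least 10 counts in every library, the robust quasi-likelihood test, mitochondrially encoded genes and *Rn18s* left out, a gene-length trend correction, other thresholds, and each library left out in turn. These were set before the data were examined. Alternatives added later were the quasi-likelihood test with legacy = FALSE, removal of the chromosome medians, the correlation without 2 genes, and the Notch set with *Supt6*.

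The genes named are every gene the article names in its sequencing results, the 30 genes of Fig. 2C, the 5 called genes with the largest and the 5 with the smallest log2 fold change, and hnRNP genes with an unadjusted p under 0.05. This made 83 genes, of which 74 were tested. Genes named outside this rule were chosen after their values were seen.

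The tests were tried on simulated data with 2 libraries per group and a common dispersion of 0.01098 for the genes. For the simulated comparison of 8668 genes, edgeR recovered 131 of 194 changed genes, 97.2% of those changed 4-fold, 78.8% at 2-fold and 16.1% at 1.5-fold, and called 4 unchanged genes. The DESeq2 Wald test with the local fit, run on 15644 genes, recovered 47.5% of the changed genes. Spread that differs from gene to gene was not simulated. These rates therefore do not give the share of false calls in the deposited data, and they do not rank edgeR and DESeq2 on those data. To find genes whose reads may be set aside, 6 reads per gene were simulated for 20645 genes and mapped with minimap2 2.31-r1302. Transcript and exon counts, the enrichment analysis, qPCR and the fly experiments were not analysed here.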

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

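The tests of chromosome medians, of genes counted in 1 group alone, of the HoxB cluster and of pseudogenes were chosen only after the results were seen.

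The paper does not report fold changes by chromosome. Over 8196 genes, the medians of the log2 fold change on 20 chromosomes had an SD of 0.218, from -0.37 on chromosome 9 and -0.36 on chromosome 14 to 0.29 on chromosome 6 and 0.31 on chromosome 16. When genes were placed on chromosomes at random, the largest SD in 10000 placements was 0.0452 (permutation p = 1e-04, the smallest these can give). Noise or batch of single libraries is argued against, since the SD was 0.0427 between the scrambled libraries and 0.0229 between the knockdown libraries, and the medians of the pairs had a correlation of 0.979. GC content and length left the SD at 0.217. The medians of the first part and the second part of each chromosome, with equal numbers of genes or nearly so, had a correlation of 0.978 (permutation p = 1e-05, the smallest these can give), so a candidate explanation is another number of copies of whole chromosomes in the cells of 1 line. Chromosome 11 is an exception, where the medians of windows of 40 genes ran from -0.34 to 0.03 (permutation test, adjusted p = 0.04 by Benjamini-Hochberg over the 20 chromosomes), so its shift was uneven. On simulated counts of 8670 genes, shifts set at -0.4 and 0.3 were found as -0.39 and 0.30. Differences between chromosomes made up 15.7% of the variance of the log2 fold changes. Each group is 1 selected line, so the knockdown and the selection of the lines cannot be told apart as the origin of the shifts.

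Outside the paper's Tables S6–S9, 18 genes had no reads in 1 group and 5 or more in each library of the other, 15 of them counted in scrambled and 3 in knockdown. Of these, 16 were not tested. The other 2 had an adjusted p under 0.05 and missed a call through the threshold on the mean normalized count alone. *Man1a* had 16 and 15 reads in knockdown, at least 11.9-fold higher (adjusted p = 0.000322 from edgeR, mean 8.37), and *Stmn4* had 13 and 19 in scrambled, at least 9.25-fold lower in knockdown (adjusted p = 0.000709 from edgeR, mean 7.40). Both bounds use a floor of 3 counts on the summed reads of the group that had none. With *Mgl2* and *Stmn2* there are 20 genes without reads in 1 group.

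Among the 18 are *Hoxb6*, *Hoxb7* and *Hoxb9*. The genes of the HoxB cluster (chromosome 11, 96085106 to 96259082) had 41 and 37 reads in scrambled and 0 and 1 in knockdown, a ratio of 0.0148 (95% counting interval 0.00037 to 0.0848). Depth is argued against by the HoxC cluster, with a ratio of 1.05 (0.90 to 1.21), and batch by the 37 reads in scrambled of batch 2. Loss of a larger segment on all copies is argued against by the 19 genes tested within 1 Mb, whose median log2 fold change was -0.20. No gene was tested between 95966757 and 96679933, so a loss limited to the cluster and its near surroundings stays open. A difference between the selected lines that the knockdown did not cause, of the kind the 20 genes above may show, cannot be told apart from an effect of the knockdown, because there is 1 line per group.

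Processed pseudogenes were called lower 25 times and higher 0 times among 282 tested, with a median log2 fold change of -0.23. The 82 with a tested parent gene lay lower than the parent in 63 cases, with a median difference of -0.19. A sign-flip permutation test of the mean difference gave p = 1e-05, the smallest these can give. Several pseudogenes share a parent, such as *Rpl35a* or *Rpl17*, so the 82 differences are not independent and this p overstates the evidence. Over the 82, the lower values of the pseudogenes argue against an equal share of parent reads in every library as the only source. Other values go with parent reads. Spearman's rho between the log2 fold changes of pseudogene and parent was 0.57. All 6 pseudogenes that were called lower and had a tested parent had a lower parent too. After the gene-length trend was removed, the median was -0.12, with 20 called lower and 2 higher, so length is not the whole cause. The number called depends on the setting: 10 were lower with the DESeq2 local fits, 2 with the parametric fits, 11 with the replicate block and length correction together and 38 without a filter, and none was higher in these. A difference in read accuracy between libraries could not be judged from counts. Pseudogenes took 70.0% and 68.0% of the counts of pseudogenes and parents in scrambled and 69.0% and 67.5% in knockdown. No biological explanation was tested.

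*Hba-a1* had counts of 645 and 516 in scrambled and 226 and 179 in knockdown and fell by 1.35 on the log2 scale (standard error 0.18, adjusted p = 0.000162 from edgeR, log2 fold change -1.35). RNA from blood cells is argued against, since *Hbb-bs* and *Hbb-bt* had 0 reads in the 4 libraries, as had *Slc4a1*. Among 6 reads simulated from *Hba-a1*, 2 had a low mapping quality. No biological explanation was tested.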

How the results depend on the processing

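The removal of chromosome medians, the quasi-likelihood test with legacy = FALSE, the correlation without 2 genes and the set with *Supt6* were chosen only after the results were seen.

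The number of genes called moved most. Against 481 (202 higher, 279 lower) with edgeR, DESeq2 gave 228 (80 and 148) with the Wald test and local fit, 115 (44 and 71) with the Wald test and parametric fit, 222 (75 and 147) with the likelihood-ratio test and local fit and 112 (42 and 70) with the likelihood-ratio test and parametric fit. An absolute log2 fold change over 1 gave 187 (69 and 118), which its stricter threshold explains. With the chromosome medians removed, 281 genes were called (99 and 182), of which 224 were among the 481. For the DESeq2 settings the cause was not tested. The other edgeR settings gave between 366 and 612 genes. Across the 4 fits that each left out 1 library, from 481 to 481 of the called genes kept their direction, and from 441 to 459 stayed over 0.5.

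Of the hnRNP genes, 1 had an adjusted p under 0.05, and 1 with RLE factors. The number was 0 with the replicate block, 0 with the DESeq2 Wald test and local fit, and 0 with the chromosome medians removed, where 3, 3 and 5 had an unadjusted p under 0.05. Adjusted over the list alone, the number went from 1 to 0, 2 and 0 in the same settings. The list was not counted in the other settings, and without a filter *Hnrnpa2b1* had an adjusted p of 0.0441 from edgeR. Of the Notch genes, 9 fell to 4 with the DESeq2 Wald test and local fit, and 15 to 6 over the list alone. The cause was not tested.

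With an estimated correlation, the camera p was 0.0900 for the Notch genes, 0.104 for mitochondrially encoded genes and 0.683 for ribosomal protein genes, and the fry p for ribosomal protein genes was 0.551. Pearson's correlation with qPCR was from 0.256 to 0.551 across the 4 fits that each left out 1 library, lowest without scrambled 2. The share of the first principal component was 68.4% with log2 CPM and 60.8% over all genes with at least 10 counts in every library. Scaled to the mean library size, the mean count of *Fhl1* was 367 in scrambled and 52.6 in knockdown, and that of *Dtna* 17.5 in knockdown. The cause was not tested.

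With the chromosome medians removed, 6 named genes changed direction, none of them called in either fit: *Actb* (-0.15), *Hnrnpf* (-0.00282), *Hnrnpll* (-0.0334), *Lamp2* (0.0339), *Sufu* (0.0497) and *Supt6* (0.0140). For 5 of them the chromosome median has the sign of the value and is larger in size, so its removal turns the sign by construction. For *Hnrnpf* the median (0.294) is just under the value (0.297), and the cause was not tested. Over the 74 named genes tested and all settings, 1262 values were the same, 56 weaker, 10 stronger and 51 moved. The replicate block took *Cfl1*, *Hnrnpk* and *Mbnl1* past an adjusted p of 0.05 and changed no other named gene's side of it. The planned setting of legacy quasi-likelihood is the default of the version installed and so moved nothing. At these depths, 41 of the 96 Notch genes were under a mean of 10 counts, which limits what can be said of them.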

Differences from the paper's values

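The paper calls 228 genes, and edgeR called 481. Of these the paper has 80 higher and 148 lower, against 202 and 279. Among the alternatives set before the data were examined, the DESeq2 Wald test with the local fit, which the paper's methods name, gave 228, 80 and 148. The likelihood-ratio test with the local fit (222, 75 and 147) and an absolute log2 fold change over 1 (187, 69 and 118) also came within 1.5 times the paper's numbers, as did the replicate block with the gene-length trend correction for genes called lower alone (212). The parametric fits (115 and 112) and the other edgeR settings set before the data were examined (from 366 to 612) did not close the gap in the number called. With the chromosome medians removed, a setting chosen after the values were seen, edgeR called 281, with 99 higher and 182 lower, within 1.5 times the paper's numbers.

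The paper states that no hnRNP gene other than *Hnrnpl* changed significantly, for a list in its Table S11 that was not at hand here. With edgeR, *Hnrnpk* had an adjusted p of 0.0364. The adjusted p was 0.0714 with the replicate block and 0.0527 with the DESeq2 Wald test and local fit, settings chosen before the data were examined, and 0.316 with the chromosome medians removed, a setting chosen after the values were seen. *Cox7a2*, which the paper calls lower, was not called by edgeR (log2 fold change -0.496, adjusted p = 0.0399) and was called by both DESeq2 tests with the local fit.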

Other observations

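Chosen only after the results were seen were the tests of *Gapdh* copies, of the opposite strand, of called genes with CA repeats, of chromosome medians and of the offset to qPCR.

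*Gapdh* had counts of 25 and 28 in scrambled and 35 and 34 in knockdown, few for a gene used in every cell. Of 6 simulated reads, 5 had a low mapping quality, so near-identical copies are a candidate explanation. *Ctnnb1* had 3, 5, 3 and 0 reads and *Notch1* had none. Of 6 reads simulated from *Ctnnb1*, 0 had a low mapping quality, and 0.44% of its exonic bases are shared with a gene on the same strand, which argues against both. Genes whose simulated reads overlap exons on the opposite strand alone had a median count of 7, against 5 for genes free of overlap. This argues against such overlap as a general cause of low counts. All 6 reads simulated from *Ctnnb1* and all 6 from *Notch1* lay on exons of another gene when strand was ignored. Of genes with most simulated reads on exons of another gene on the same strand, 26.2% had counts, against 72.0% with the opposite strand alone. A strand setting holds for every gene, so this argues against overlap on the opposite strand for *Ctnnb1* and *Notch1* too. Such overlap is not ruled out, since the paper does not name the setting.

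Explanations of the called genes were tested as follows. After a transcript-length trend was removed, 465 of the 481 genes stayed called. With the replicate block as well, 349 stayed called, against 440 with the block alone. Genes with a seed match of an shRNA were not shifted down against shuffled seeds (one-sided permutation p = 0.614). The median of genes with CA repeats in the 3' UTR was not shifted (permutation p = 0.159). Of the 6 repeat units, TA alone had a shift at p under 0.05 (0.067 on the log2 scale, permutation p = 0.0060). Without regard to direction, 42 called genes had CA repeats against a median of 27 in random draws (permutation p = 0.0030). CT and TA repeats had an excess too (p = 0.031 and 0.048 by permutation), while GT repeats (42 against 37, p = 0.216), GA repeats (p = 0.084) and CG repeats (p = 0.65) had none by the same permutation test. These excess p-values are one-sided and were not adjusted over the 6 repeat units, and that of CA repeats was the smallest. Whether binding of hnRNP L is behind the excess of CA repeats stays open. Binding was not measured here, and the excess of CT and TA repeats rests on unadjusted p-values near 0.05. Shifts of whole chromosomes are not the whole cause, since 224 of the called genes stayed called with the medians removed.

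Over 54 genes of the plate array with a mean over 10, the sequencing log2 fold change exceeded the paper's log2 qPCR fold change by a median of 0.30, in 39 of 54 genes (sign-flip permutation p = 6.0e-05). The qPCR was normalized to *Gapdh*, on chromosome 6 with a median of 0.29, so a raised *Gapdh* in the knockdown line may explain the offset. The sequencing fold change of *Gapdh* was 1.496, with few counts. Of the other reference genes, *Actb* goes with this, at a fold change of 0.813 on the paper's qPCR and 1.079 in sequencing, and *Rn18s* goes the other way, at 2.64 and 1.198.

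Of 7 protein-coding mitochondrially encoded genes, 6 were higher, and the median log2 fold change was 0.60. *mt-Rnr2* was not in this set, and its share of the counts was 2.45% and 2.21% in scrambled and 2.31% and 2.05% in knockdown. All mitochondrially encoded genes together took 5.73% and 5.42% in scrambled and 7.30% and 6.70% in knockdown. As a set, the 7 genes were shifted up in camera with its preset correlation (p = 1.0e-05, adjusted p = 3.0e-05 by Benjamini-Hochberg). This held in fry (p = 0.0452) and not with an estimated correlation (p = 0.104). The 72 ribosomal protein genes had a median of -0.10, with 28 higher and 44 lower (camera p = 0.0295, adjusted p = 0.0295), which held neither in fry (p = 0.551) nor with an estimated correlation (p = 0.683).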
